# Protein Kinase B Controls Transcriptional Programs that Direct Cytotoxic T Cell Fate but Is Dispensable for T Cell Metabolism

**DOI:** 10.1016/j.immuni.2011.01.012

**Published:** 2011-02-25

**Authors:** Andrew N. Macintyre, David Finlay, Gavin Preston, Linda V. Sinclair, Caryll M. Waugh, Peter Tamas, Carmen Feijoo, Klaus Okkenhaug, Doreen A. Cantrell

## Abstract

In cytotoxic T cells (CTL), Akt, also known as protein kinase B, is activated by the T cell antigen receptor (TCR) and the cytokine interleukin 2 (IL-2). Akt can control cell metabolism in many cell types but whether this role is important for CTL function has not been determined. Here we have shown that Akt does not mediate IL-2- or TCR-induced cell metabolic responses; rather, this role is assumed by other Akt-related kinases. There is, however, a nonredundant role for sustained and strong activation of Akt in CTL to coordinate the TCR- and IL-2-induced transcriptional programs that control expression of key cytolytic effector molecules, adhesion molecules, and cytokine and chemokine receptors that distinguish effector versus memory and naive T cells. Akt is thus dispensable for metabolism, but the strength and duration of Akt activity dictates the CTL transcriptional program and determines CTL fate.

## Introduction

Cytotoxic T cells that express CD8 and recognize peptide-class I major histocompatibility complexes play a key role in immunity. The transcriptional program that determines the effector or memory fate of CTL is controlled by the TCR and cytokines. In particular, interleukin-2 (IL-2), a member of the common cytokine receptor gamma-chain (γ_c_) family of cytokines, has a key role to maintain antigen-specific effector and memory CD8^+^ T cells during viral infections (Bachmann et al., 2007; D'Souza and Lefrançois, 2003; Kalia et al., 2010; Malek and Castro, 2010; Williams et al., 2006). IL-2 is important for CTL because it can upregulate glucose and nutrient uptake in a response that increases cellular energy production in order to support the biosynthetic demands of rapid cell division and effector function (Cornish et al., 2006; Maciver et al., 2008). However, IL-2 also directs the transcriptional program of CTL and promotes effector CTL differentiation at the expense of memory cell formation (Kalia et al., 2010; Obar et al., 2010; Pipkin et al., 2010).

IL-2 acts via a receptor complex consisting of the common gamma chain (γ_c_), a β subunit (CD122), and CD25. Triggering of the IL-2 receptor stimulates the Janus family kinases Jak1 and Jak3 and induces the tyrosine phosphorylation and DNA binding of STAT (signal transducer and activator of transcription) family transcription factors STAT5 and STAT3. The activation of STAT5 is important for IL-2 signaling (Malek and Castro, 2010) but is not sufficient to mimic the effects of IL-2 on T cell biology. In this context, IL-2 induces sustained accumulation of phosphatidylinositol 3,4,5-trisphosphate (PI(3,4,5)P_3_), the product of phosphatidylinositol 3-kinases (PI3K) (Cornish et al., 2006; Sinclair et al., 2008), and activates a cascade of serine-threonine kinases. These include Akt (protein kinase B [PKB]) (Waugh et al., 2009) and other members of the protein kinase A/G/C-related (AGC kinase) family including p70 ribosomal S6 kinases (S6Ks) and p90 ribosomal S6 kinase (RSK) (Lin et al., 2008). The proper balance of Akt and STAT5 signaling seems to be critical for virus-specific CD8^+^ T cells (Hand et al., 2010). However, the precise role of Akt in the transcriptional programs that direct effector CD8^+^ T cell differentiation has not been explored.

The coordination of glucose metabolism is essential for T cell activation (Cham et al., 2008; Maciver et al., 2008) and this function might be controlled by PI3K-Akt. This assumption stems partly from extrapolating data from thymus studies, where it is clear that PI3K and Akt control glucose uptake and the expression of amino acid transporters and transferrin receptors in T cell progenitors (Juntilla et al., 2007; Kelly et al., 2007; Mao et al., 2007). Further support for a tropic role for PI3K-Akt in peripheral T cells come from experiments with PI3K inhibitors, which prevent Akt activation and prevent increases in both glucose uptake and amino acid uptake by activated peripheral T cells (Cornish et al., 2006). However, there are caveats because some of the PI3K inhibitors used in early T lymphocyte studies (Cornish et al., 2006) have off-target effects (Bain et al., 2007). In this context, evidence for Akt-independent pathways that control T cell metabolism and proliferation are emerging (Bayascas, 2008; Finlay et al., 2009; Jacobs et al., 2008). Moreover, constitutively active Akt can stimulate promote cell growth and survival of CD4^+^ T cells but not CD8^+^ T cells (Hand et al., 2010; Rathmell et al., 2003; Saibil et al., 2007), indicating that Akt may not have an obligate role to control metabolism in all T cell subpopulations. Accordingly, the focus of the present study is the role of PI3K-Akt in TCR and IL-2 regulation of CTL biology. The data have established that PI3K- and Akt-independent mechanisms control CTL metabolism, survival, and proliferation but there is a seminal role for Akt signaling in CTL to direct a diverse transcriptional program that determines effector versus memory T cell fate.

## Results

### p110δ Couples the IL-2 Receptor to Akt but IL-2-Mediated T Cell Proliferation Is p110δ Independent

TCR-primed CD8^+^ T cells cultured in IL-2 clonally expand and differentiate to effector cytotoxic T cells (CTL) (Manjunath et al., 2001). This model mimics the in vivo situation where sustained IL-2 signaling promotes the production of terminally differentiated effector cytotoxic T cells (Kalia et al., 2010; Malek and Castro, 2010; Pipkin et al., 2010). IL-2 strongly activates Akt and antigen-experienced T cells cultured in IL-2 contain high amounts of Akt phosphorylated on the 3-phosphoinositide-dependent kinase 1 (PDK1) substrate site T308 (Figure 1A). The TCR activates Akt via a PI3K complex that contains the p110δ catalytic subunit (Garçon et al., 2008). Figure 1A shows that p110δ PI3K also coupled the IL-2 receptor to Akt. Hence, T cells with wild-type p110δ substituted with a catalytically inactive mutant, p110δ^D910A^, do not phosphorylate Akt T308 in response to IL-2 and thus lack Akt activity as judged by the loss in phosphorylation of Foxo transcription factors (Figure 1A).

The sustained proliferation and survival of antigen-primed CTL is dependent on exogenous IL-2 (Figure 1B). However, activated p110δ^D910A^-expressing T cells proliferated normally to IL-2 (Figure 1C). Further experiments examined the impact of a p110δ inhibitor, IC87114, on IL-2-induced Akt activity in antigen-activated P14 TCR transgenic T cells. Triggering of the TCR expressed on these cells with a peptide from the lymphocytic choriomeningitis virus (LCMV), glycoprotein gp33-41, presented by the MHC class I molecule H-2D^b^, followed by clonal expansion in IL-2, generated a homogenous population of CTL. The exposure of IL-2-maintained P14 CTL to IC87114 caused loss of Akt T308 phosphorylation (Figure 1D) but did not prevent T cell proliferation (Figure 1E).

To explore further the role of Akt in IL-2 proliferative responses, a set of experiments with AktI, a selective allosteric inhibitor of all three isoforms of Akt, were performed. AktI prevents the essential PDK1-mediated phosphorylation of Akt on T308 (Green et al., 2008). The addition of AktI to CTL caused loss of Akt T308 phosphorylation and a resultant loss of Akt activity as judged by the loss in phosphorylation of the Akt substrates Foxo1 and Foxo3a (Figure 1F). However, AktI did not prevent IL-2-induced proliferation of the CTL nor did it cause cell death (Figure 1G). Hence, CTL do not need active Akt to proliferate and survive.

### PDK1 Is Required for T Cell Proliferation

One explanation for the Akt independence of IL-2-induced proliferation is that other members of the AGC family of kinases might compensate for loss of Akt function. We therefore examined the impact of deleting the gene encoding PDK1, *Pdpk1,* on IL-2 signal transduction. PDK1 phosphorylates and activates multiple AGC kinases such as RSK and S6K1 in a response that is independent of PI(3,4,5)P_3_ production (Bayascas, 2008). *Pdpk1* deletion is thus a strategy that simultaneously inactivates Akt- and PI(3,4,5)P_3_-independent AGC kinases in T cells (Kelly et al., 2007). Accordingly, mice expressing floxed *Pdpk1* alleles (*Pdpk1*^fl/fl^) were backcrossed with C57BL/6-GT(ROSA)26^tm9 (creEsr1) Arte^ mice (TamoxCre) that express a tamoxifen-regulated Cre recombinase in the ROSA locus. *Pdpk1*^f*l/fl*^ Tamox*Cre* CTL were then generated and treated with 4-hydroxytamoxifen (4OHT) to delete the floxed *Pdpk1* alleles. *Pdpk1* deletion in 4OHT-treated *Pdpk1^fl/fl^* Tamox*Cre* CTL was confirmed (Figure 2A). Importantly, immunoblot analysis also revealed that 4OHT-treated *Pdpk1^fl/fl^* Tamox*Cre* CTL had lost phosphorylation of RSK on the PDK1 target site S227 and had lost phosphorylation of Akt on the PDK1 target site T308. The loss of Akt and S6K1 catalytic activity was judged by the loss of phosphorylated Foxos and the ribosomal S6 subunit (Figure 2B).

*Pdpk1* deletion in CTL thus eliminated the activity of multiple AGC kinases. We therefore assessed the ability of IL-2 to sustain survival and proliferation of *Pdpk1*-null cells. Figure 2C shows that *Pdpk1*-null CTL failed to proliferate in response to IL-2. However, whereas IL-2 deprivation resulted in rapid cell death of CTL (Figure 1B), the loss of PDK1 did not cause cell death (Figure 2D). PDK1 is thus essential for IL-2-induced T cell proliferation but not for cell survival.

### IL-2 and PDK1 but Not Akt Sustain Glucose Uptake in CTL

In many cells Akt controls cell proliferation because it maintains glucose metabolism. In this context, as naive CD8^+^ T cells respond to cognate antigen and differentiate to CTL, they increase glucose uptake and become highly glycolytic. Glucose uptake in CTL was not autonomous but depended on the provision of exogenous IL-2 (Figure 3A). Moreover, the importance of glucose uptake for T cell proliferation was easily demonstrated: lowering of exogenous glucose concentrations severely impaired IL-2-induced proliferative responses (Figure 3B). That glucose deprivation but not Akt inhibition prevented IL-2-induced CTL proliferation argues that Akt activity is not required for IL-2-driven glucose uptake. Figure 3C addresses this point and shows that loss of Akt activity had no impact on the ability of IL-2-cultured CTL to take up glucose. The Akt independence of IL-2-induced T cell proliferation can thus be explained by the ability of IL-2 to maintain glucose uptake via Akt-independent pathways. We then assessed whether PDK1 plays a role in IL-2-induced glucose uptake. Figure 3D shows that PDK1-null T cells had a strikingly reduced rate of glucose uptake but no defects in amino acid uptake (Figure 3E). Hence PDK1, but not Akt, is essential for IL-2 control of glucose uptake.

The Akt independence of IL-2-induced glucose uptake raised the question whether Akt activity was required for the initial increase in glucose metabolism initiated by the TCR in CD8^+^ T cells. Figure 3F shows that TCR triggering stimulated a large increased glucose uptake and this was unimpaired in cells treated with the Akt inhibitor AktI or the PI3K p110δ inhibitor IC87114. The regulation of glucose uptake via the T cell antigen receptor in CD8 T cells is thus not mediated by Akt.

### PDK1 and Akt Transcriptional Programs in CTL

If Akt is not essential for glucose uptake or IL-2-mediated T cell survival or proliferation, what does it do? This question is important because sustained IL-2 signaling is required to maintain CTL effector function both in vitro and in vivo (Kalia et al., 2010; Pipkin et al., 2010) and there is clearly the potential for Akt to mediate the effects of IL-2 on CTL function. Accordingly, we used Affymetrix microarray analysis to transcriptionally profile *Pdpk1*-null and Akt-inhibited CTL. 

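Splenocytes were activated with 0.5 μg/ml of the CD3 antibody 2C11 for 48 hr, and the CTL that grew out were kept in 20 ng/ml IL-2 for 5 days. Cre control and Pdpk1-null CTL came from 3 mice per genotype and were exposed to 0.6 μM 4OHT, which activates the Cre recombinase, for the final 72 hr. In a separate experiment, CTL of 3 wild-type mice were each grown in IL-2 alone and in IL-2 with 1 μM AktI, an inhibitor of Akt, for the final 48 hr. RNA of each of the 12 cultures was hybridized to an Affymetrix mouse array. The authors deposited log2 signals made with the robust multichip averaging of Expression Console 1.1, for 45101 probe sets. The median signal was 4.602 to 4.625 on the 6 arrays of the Pdpk1 experiment and 5.097 to 5.136 on the 6 arrays of the Akt experiment. The signals of the experiments were therefore taken as normalized separately, and effects, not levels, were compared between them. Arrays of the same group correlated with r from 0.996 to 0.998 across probe sets. Signals above background were found for 49.2% to 49.6% of probe sets in the Pdpk1 experiment and 56.9% to 57.7% in the Akt experiment. With 3 arrays per group, the number of arrays limits the precision. Pdpk1 mRNA had a log2 signal of 8.96, 9.03 and 8.96 in Cre control replicates 1 to 3 and of 9.05, 8.95 and 9.09 in Pdpk1-null replicates 1 to 3 (log2 fold change 0.05, standard error 0.0693, adjusted p = 0.822 from limma). Its other probe set had a log2 fold change of -0.04 (standard error 0.0658, adjusted p = 0.853). Neither probe set is known to lie in the deleted part of the gene, so these values do not check the genotype labels; the paper reports PDK1 protein by immunoblot (Figure 2A). Each comparison was fitted with limma on its own 6 arrays for the 45037 probe sets that are not controls, with Benjamini-Hochberg adjustment. A change passed at an adjusted p under 0.05 and at least 1.5-fold, and "rose" and "fell" are used for such changes. A gene was represented by the brightest probe set that names this gene alone, which gave 18193 genes. The difference of the Pdpk1 and AktI effects was tested with the same thresholds in a limma model of all 12 arrays. The gene lists, the thresholds and the rule for the genes named were chosen before the data were examined, after the paper and its Tables S1 to S3 had been read. The background level of each experiment, used for statements on single genes, was chosen after the data were seen.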

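Deletion of Pdpk1 left most transcripts of CTL near their control level, with 183 genes higher and 65 lower than in Cre control CTL. AktI moved more genes, with 274 higher and 187 lower than in IL-2 alone. Prss12, which encodes a serine protease, was among the largest rises of both comparisons, 5.53-fold in Pdpk1-null CTL (log2 fold change 2.47, standard error 0.252, n = 3 per group, adjusted p = 0.00413) and 5.33-fold with AktI (2.41, standard error 0.112, adjusted p = 3.75e-05). Tgm2, which encodes a transglutaminase, had the largest fall with AktI, 9.73-fold (log2 fold change -3.28, standard error 0.527, adjusted p = 0.00946). After deletion it had -0.46 (adjusted p = 0.719; adjusted p of the difference = 0.186), and without Pdpk1-null replicate 2 it passed there too (adjusted p = 0.0282). Of the 18193 genes measured, 1.36% changed after Pdpk1 deletion and 2.53% with AktI, and 76 and 151 of these genes changed at least 2-fold. A signal above background in at least 1 group was found for 12879 genes, where background was the 95th percentile of 80 probe sets of olfactory and vomeronasal receptors (log2 signal 4.65 over both experiments, 4.45 in the Pdpk1 and 4.99 in the Akt experiment). With the level of each experiment the count was 12390 genes. Where a group lies below the level of its experiment, the size of a change is not exact, and from such a level a fall cannot be seen. Of the genes above background, 0.497% were lower and 1.41% higher in Pdpk1-null CTL, and 1.43% were lower and 2.11% higher with AktI. The count of 248 dropped to 139, 98 and 108 genes without Cre control replicate 1, 2 or 3, to 129 and 105 without Pdpk1-null replicate 1 or 3, and was 328 without Pdpk1-null replicate 2.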

Approximately 9400 annotated genes were expressed in CTL, and the impact of PDK1 loss or Akt inhibition was revealed by a decrease in the expression of less than 2%–3% of these transcripts and an increase in the expression of another 3%–4% (Tables S1 and S2 available online).

We first looked for non-Akt-dependent, PDK1-regulated genes to understand why PDK1 but not Akt is required for IL-2-induced T cell proliferation. 

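The transcript with the largest rise after Pdpk1 deletion, Wls, showed no change with AktI that passed. Wls encodes a membrane protein that carries Wnt proteins to the cell surface, and its log2 signal was 3.91 ± 0.22 (SD, n = 3) in Cre control and 10.0 ± 0.53 in Pdpk1-null CTL. Its log2 fold change was 6.10 after Pdpk1 deletion (standard error 0.237, adjusted p = 4.13e-05) and -0.09 with AktI (standard error 0.133, adjusted p = 0.806), and the effects differed by 6.19 (standard error 0.303, adjusted p = 6.63e-07). As its Cre control signal and those of the Akt experiment (4.83 and 4.74) are below background, these sizes are not exact. Ccnb1ip1, a ubiquitin ligase gene, rose by 2.29 after deletion, also from a signal below background (3.26), and 2.32 more than with AktI (adjusted p of the difference = 0.000293). Mtm1, which encodes the lipid phosphatase myotubularin, had a log2 fold change of -1.29 and differed by -1.28 (1.51e-05). Tnfrsf14, the receptor HVEM, rose from a signal just below background by 1.37 (standard error 0.179, adjusted p = 0.0115) and differed from its AktI effect by 1.45 (adjusted p = 0.0178). Ms4a4b, a membrane protein of T cells, rose by 1.09 (adjusted p = 0.0107) and differed by 0.91 (adjusted p = 0.0306). In all, 111 genes passed after Pdpk1 deletion and not with AktI, 71 higher and 40 lower. Of these, 91 had an AktI change of the same sign, 55 had an AktI change under 1.2-fold, and for 30 of them (13 higher and 17 lower) the difference itself passed. Many of the 30 lie near Pdpk1 on chromosome 17, a region described below. Of these neighbours, Zfp948, Zfp945, Zfp994, Zfp52, Baiap3, Dynlt1f, Gfer, 1700010I14Rik, Zfp213 and Zfp943 were lower. Dnah8, Tmem181a, Glo1, Tmem242 and Cpne5 were higher. Without the genes nearest to Pdpk1 the 111 were 93 (64 higher and 29 lower). Over all genes, 95 had effects that differed, 58 with the higher and 37 with the lower value after Pdpk1 deletion. The count of 111 was 65, 45 and 50 without Cre control replicate 1, 2 or 3 and 63 and 57 without Pdpk1-null replicate 1 or 3. The count of 95 was 59 and 55 without Cre control replicate 1 or 3, 53 without IL-2 replicate 1, and 60 and 56 without AktI replicate 1 or 2. With arrays paired by replicate number it was 113, of which 75 were among the 95. Tnfrsf14 did not pass without Cre control replicate 1 or 3 (adjusted p from 0.0516 to 0.0635), nor Ms4a4b without Cre control replicate 3 or Pdpk1-null replicate 3 (0.0525 to 0.0533).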

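Pparg, a nuclear receptor that controls fat metabolism, fell in Pdpk1-null CTL with a log2 fold change of -1.02 (standard error 0.159, n = 3 per group, adjusted p = 0.0208). With AktI it had 0.02 (adjusted p = 0.922), but its log2 signals of 3.88 in IL-2 alone and 3.90 with AktI are below background, where a fall could not be seen. The difference of its effects (-1.05, adjusted p = 0.0328) is limited in the same way. Acot9, a mitochondrial acyl-CoA thioesterase, rose by 0.77 (standard error 0.0794, adjusted p = 0.00418), as did Hsd17b11, a steroid dehydrogenase, by 0.97 (standard error 0.129, adjusted p = 0.0124). Also higher were Sat1, an enzyme of polyamine breakdown, by 1.02 (standard error 0.191, adjusted p = 0.0403), and Psap, the precursor of the saposins, by 0.65 (standard error 0.105, adjusted p = 0.0229). With AktI these 4 had log2 fold changes of 0.52, 0.56, 0.17 and 0.41 and did not pass, nor did the differences (adjusted p = 0.38, 0.465, 0.149 and 0.662). Under the replicate block, Psap with AktI had an adjusted p of 0.026 and stayed below 1.5-fold. The glycosyltransferase genes B3gnt5 and B4galnt2 passed in both comparisons, B3gnt5 with rises of 2.01-fold and 2.29-fold and B4galnt2 with log2 fold changes of -0.85 and -0.68. Man1a, a mannosidase gene, rose with AktI (0.94, standard error 0.11, adjusted p = 0.00225). After deletion its brightest probe set had 0.65 (adjusted p = 0.0547; adjusted p of the difference = 0.662) and another rose (0.63, adjusted p = 0.0355). Man1a passed there with trend and robust settings (0.018), dim probe sets left out (0.0298), SAM, 1 model over all arrays (0.0141) and the mean of probe sets (0.0311). Pisd (adjusted p = 0.999) and the brightest probe set of Pim1 (0.31, adjusted p = 0.0602), which lies near Pdpk1, did not pass after deletion, while another probe set of Pim1 rose (1.93, adjusted p = 7.94e-05). Of the 17 genes of Figure 4A, 5 were higher and 9 lower after Pdpk1 deletion (6 and 9 when adjusted over the list alone), 2 were higher and 1 lower with AktI (2 and 1 over the list alone). In limma's test of the difference 2 were lower and 0 higher (6 and 3 at an unadjusted p under 0.05; 4 and 1 over the list alone), a test not run with SAM. The study chose these genes on these arrays, so the counts are not independent evidence. Genes close to Pdpk1 on chromosome 17 also changed: of the 327 measured genes nearest to it, up to 200 on each side, 18 passed (5.51%, 7 higher and 11 lower), against 229 of the 17704 other placed genes (1.29%; Fisher's exact test, two-sided, p = 6.42e-07). With AktI, 5 of the 327 passed (1.53%, against 2.58%; Fisher's exact test, two-sided, p = 0.289), and none of these 5 was among the 18. The zinc finger genes Zfp948 and Zfp945 fell, with log2 fold changes of -2.16 (standard error 0.123, adjusted p = 0.000202) and -2.05 (standard error 0.0945, adjusted p = 7.1e-05). Their Pdpk1-null signals (3.25 and 4.45) are below or at background, so these sizes are not exact. Of other neighbours, Tmem181a, a membrane protein gene, and Glo1, which encodes the glyoxalase that detoxifies methylglyoxal, rose by 1.22 and 0.98. Gfer, counted among the 11 lower neighbours by its brightest probe set (-0.845), had 1.113 by another probe set. Calls ended without 1 array for Pparg (any Cre control replicate, adjusted p from 0.058 to 0.0943), Hsd17b11 and B3gnt5 (Pdpk1-null replicate 3, 0.0577 and 0.0515), Psap (Cre control replicate 2 or 3, Pdpk1-null replicate 1 or 3, 0.0776 to 0.0913) and Sat1 (every array but Pdpk1-null replicate 1, 0.0538 to 0.154). The same held for B4galnt2 (every array but Pdpk1-null replicate 2, 0.0631 to 0.162; with AktI, IL-2 replicate 1 or 3 and AktI replicate 1 or 2, 0.0637 to 0.133), while Man1a passed without Pdpk1-null replicate 2 (0.0195) and Hsd17b11 with AktI without IL-2 replicate 1 or 3 (0.0295 to 0.0368).

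**Figure D1:**
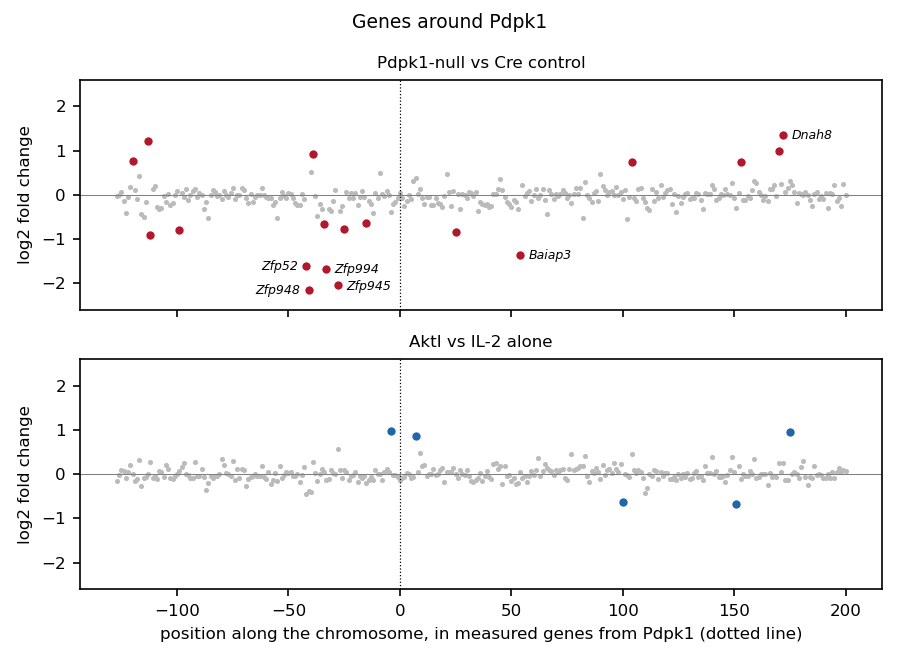
Each point is 1 of the measured genes nearest to Pdpk1, by its order along chromosome 17 (x axis, genes from Pdpk1) and its log2 fold change (y axis), after Pdpk1 deletion and with AktI. Coloured points passed: 18 genes after Pdpk1 deletion and 5 with AktI.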

Selected genes controlled only by PDK1 but not Akt are highlighted in Figure 4A (Table S3). 

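Hk2, which encodes the hexokinase that commits glucose to glycolysis in activated T cells, fell 1.58-fold in Pdpk1-null CTL. Its log2 signal was 9.91 ± 0.05 (SD, n = 3) in Cre control and 9.25 ± 0.23 in Pdpk1-null CTL (log2 fold change -0.66, standard error 0.113, adjusted p = 0.0291). With AktI, Hk2 had a log2 fold change of -0.53 (standard error 0.0813, adjusted p = 0.00807), under the 1.5-fold minimum, and the effects differed by -0.13 (standard error 0.145, adjusted p = 0.821). The other hexokinase genes Hk1 (-0.07 after deletion, -0.27 with AktI) and Hk3 (-0.05 and -0.05), and the glucose transporters Slc2a1 (-0.16 and -0.18) and Slc2a3 (0.05 and -0.11), did not pass in either comparison. Of 20 measured genes of glycolysis and glucose uptake, 18 had a lower mean in Pdpk1-null CTL and 19 with AktI, with median log2 fold changes of -0.17 and -0.19. By limma, Hk2 was the 1 gene of the list that fell after deletion and 0 rose (6 lower and 1 higher at an unadjusted p under 0.05). With AktI 0 passed (11 lower and 0 higher unadjusted), and adjusted over the list alone, and by SAM, the counts were the same. The list was lower as a group in both comparisons against the other genes (camera, adjusted p = 0.000717 and 3.04e-05), with adjusted p = 0.411 and 0.4 with an estimated correlation, and its shifts did not differ (adjusted p = 0.654). The call of Hk2 ended without any 1 array but Pdpk1-null replicate 2 (Cre control replicates 1 to 3, Pdpk1-null replicates 1 and 3; adjusted p from 0.081 to 0.117).

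**Figure D2:**
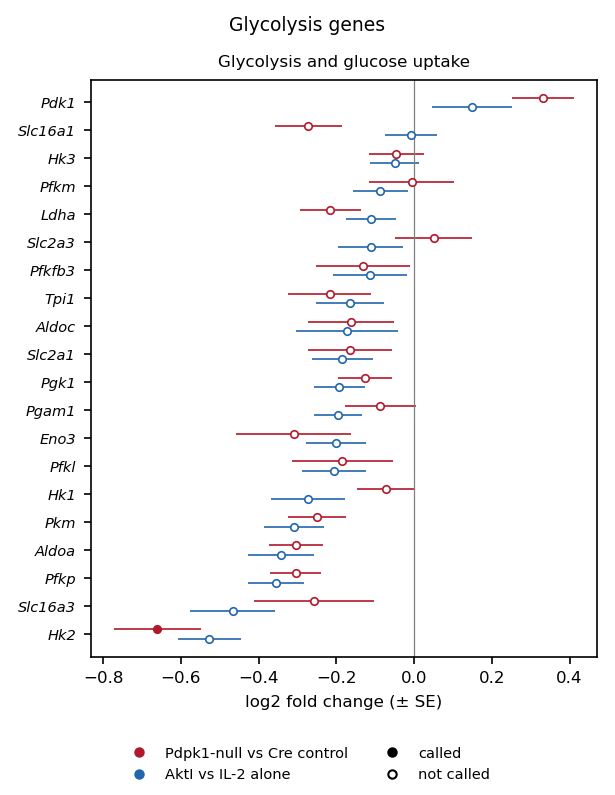
Log2 fold change (x axis) with its standard error for the measured genes of glycolysis and glucose uptake, after Pdpk1 deletion against Cre control (red) and with AktI against IL-2 alone (blue), 3 arrays per group. Filled points passed, which Hk2 did after Pdpk1 deletion.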

Of particular note, PDK1 controlled expression of hexokinase 2, and hexokinases play a key role in effective uptake of exogenous glucose. We also used the NIAID DAVID website (http://david.abcc.ncifcrf.gov) to mine the gene ontology terms (GO) associated with the PDK1-controlled genes. 

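A few genes for handling amino acids fell in Pdpk1-null CTL. Slc16a10, a transporter of aromatic amino acids, had a log2 fold change of -1.09 after Pdpk1 deletion (standard error 0.0975, n = 3 per group, adjusted p = 0.0026) and of -0.70 with AktI (standard error 0.12, adjusted p = 0.0133). Cth, which makes cysteine, and Atf5, a transcription factor of the stress response to missing amino acids, fell after deletion (-1.02, standard error 0.179, adjusted p = 0.0319, and -0.63, standard error 0.125, adjusted p = 0.0478). With AktI they had log2 fold changes of 0.11 and -0.12, where both signals of Cth are below background, as is its Pdpk1-null signal, and the differences did not pass (adjusted p = 0.118 and 0.287). Of 24 genes of amino acid synthesis and the ATF4 response, 2 fell and 0 rose after deletion by limma (14 and 0 at an unadjusted p under 0.05; 2 and 0 when adjusted over the list alone; 1 and 0 by SAM). With AktI 0 passed (1 higher and 3 lower unadjusted; 1 higher and 0 lower over the list alone and by SAM). The kinase-like gene Trib3 had 0.71 with AktI (standard error 0.172, adjusted p = 0.0525), and it passed under the replicate block (0.0472) and without IL-2 replicate 2 (0.00869). The list was lower as a group after deletion (camera, adjusted p = 6.32e-09, adjusted p = 0.223 with an estimated correlation) and more so than with AktI (difference, adjusted p = 4.51e-05, adjusted p = 0.467 with an estimated correlation). Of 12 transporters of amino acids and iron, 1 fell in each comparison (2 and 1 when adjusted over the list alone). The list was lower after deletion (adjusted p = 0.000179, adjusted p = 0.265 with an estimated correlation), and its shift differed from that with AktI (adjusted p = 0.00164, adjusted p = 0.3 with an estimated correlation). Of the kinases of the PDK1 family and their regulators, Prkcb, a protein kinase C, rose by 0.79 (standard error 0.0973, adjusted p = 0.00901), against 0.24 with AktI (adjusted p of the difference = 0.287). Pik3r5, a regulator of PI3K, rose by 0.89 after deletion and by 1.19 with AktI. Pik3ip1, an inhibitor of PI3K, rose by 0.97 (adjusted p = 0.0403) and 1.34 (adjusted p = 0.00112), and with AktI also Prkca (0.95; adjusted p of the difference = 0.0995) and Phlpp1, an Akt phosphatase (0.88; 0.287). Of the 20 genes of that list 3 rose after deletion and 5 with AktI (3 and 6 when adjusted over the list alone), and camera gave adjusted p = 0.0016 and 0.00442 (adjusted p = 0.304 and 0.524 with an estimated correlation). Of 29 cell cycle and DNA replication genes, 0 passed in either comparison by limma (2 higher after deletion, and 2 higher and 3 lower with AktI, at an unadjusted p under 0.05; 0 by SAM or over the list alone). The list was slightly higher after deletion (median 0.07, adjusted p = 0.0341, adjusted p = 0.858 with an estimated correlation), and without Pdpk1-null replicate 2 the direction turned (adjusted p = 0.665). Its shifts differed (camera, adjusted p = 0.02015, adjusted p = 0.7688 with an estimated correlation). Of 13 heat shock and stress genes, 0 passed by limma, SAM or over the list alone (4 lower and 0 higher after deletion, 2 and 0 with AktI, unadjusted). The list was lower after deletion (median -0.17, adjusted p = 0.0016, adjusted p = 0.223 with an estimated correlation), in which Hspa5, a chaperone of the endoplasmic reticulum, had -0.36 (adjusted p = 0.0584). The shifts of this list differed (camera, adjusted p = 0.0282, adjusted p = 0.467 with an estimated correlation). Of 12 other genes named in the paper's text or picked here for its general terms, 1 was lower and 0 higher after deletion (1 and 0 unadjusted, over the list alone and by SAM), and 1 higher and 0 lower with AktI (1 and 5 unadjusted, and 1 and 0 over the list alone and by SAM). Picked here were Hk1, Hk3, Slc2a1, Slc2a3, Gzma, Gzmb, Akt1 and Akt2, for its hexokinases, glucose uptake, granzymes and Akt. Calls ended without 1 array for Cth and Atf5 (every array but Pdpk1-null replicate 3, adjusted p from 0.0579 to 0.113 and from 0.0819 to 0.172), Pik3ip1 after deletion (every array but Pdpk1-null replicate 2, 0.0666 to 0.151) and Slc16a10 with AktI (AktI replicate 1 or IL-2 replicate 3, 0.0514 to 0.0559).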

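Of the genes that make cholesterol, 3 fell in Pdpk1-null CTL and 0 with AktI by limma. Hmgcs1, which makes the HMG-CoA from which cholesterol is built, fell 1.85-fold (log2 fold change -0.88, standard error 0.0732, n = 3 per group, adjusted p = 0.00152), against -0.11 with AktI (standard error 0.0792, adjusted p = 0.535). The Hmgcs1 effects differed by -0.77 (standard error 0.107, adjusted p = 0.00489). Fdps, the farnesyl diphosphate synthase, had a log2 fold change of -0.61 (standard error 0.0851, adjusted p = 0.0146), against -0.10 with AktI (adjusted p of the difference = 0.104). Hsd17b7, a later enzyme of the pathway, had -0.65 (standard error 0.116, adjusted p = 0.0343), against -0.42 with AktI (adjusted p = 0.017, under 1.5-fold; adjusted p of the difference = 0.663). With AktI 2 other probe sets of Hsd17b7 had -0.39 and -0.31 (adjusted p = 0.0183 and 0.0331). Tm7sf2, a sterol reductase, had a log2 fold change of -0.53 after deletion, under the 1.5-fold minimum, and of 0.22 with AktI, and its effects differed (-0.76, adjusted p = 0.0141). Of 21 genes of cholesterol synthesis and uptake, 19 had a lower mean in Pdpk1-null CTL, 3 fell and 0 rose by limma (17 and 0 at an unadjusted p under 0.05; 3 and 0 when adjusted over the list alone and by SAM), and the median log2 fold change was -0.40. With AktI 0 passed (2 lower and 1 higher unadjusted; 0 over the list alone and by SAM), and the median was -0.06. The list was lower as a group after deletion (camera, adjusted p = 4.37e-13), not with AktI (adjusted p = 0.506), and the shifts differed (adjusted p = 1.88e-12); with an estimated correlation these were adjusted p = 0.223, 0.916 and 0.188. The fatty acid desaturase genes Scd1 (-0.77, standard error 0.132, adjusted p = 0.03), Fads3 (-0.85, standard error 0.136, adjusted p = 0.0228) and Fads2 (-0.61, standard error 0.0794, adjusted p = 0.0111) fell in Pdpk1-null CTL, against 0.17, -0.13 and -0.11 with AktI, but none of the 3 differences passed (adjusted p = 0.35, 0.098 and 0.0797). Elovl6, an elongase of fatty acids, rose with AktI (1.05, standard error 0.0721, adjusted p = 0.000167), against 0.39 after deletion (adjusted p of the difference = 0.312). Of 20 genes of fatty acid synthesis and desaturation, 3 fell and 0 rose after deletion (8 and 1 unadjusted) and 1 rose and 0 fell with AktI (2 and 0 unadjusted), the same when adjusted over the list alone and by SAM. The genes of the cholesterol and fatty acid lists that fell after deletion are all in Figure 4A. The study chose them on these arrays, so these counts are not independent evidence. This list too was lower after deletion (adjusted p = 0.000807, adjusted p = 0.223 with an estimated correlation), not with AktI (adjusted p = 0.625; median -0.01 and mean 0.05), and its shifts differed (adjusted p = 2.88e-05, adjusted p = 0.0437 with an estimated correlation). Under the replicate block with an estimated correlation they did not (adjusted p = 0.284). Calls ended without 1 array for Fdps (Cre control replicate 2 or 3, Pdpk1-null replicate 3, adjusted p from 0.0577 to 0.068), Hsd17b7 (every array but Pdpk1-null replicate 2, 0.0871 to 0.118), Scd1 (every array but Cre control replicate 3, 0.0529 to 0.0962). The same held for Fads3 (Cre control replicate 2 or 3, Pdpk1-null replicate 1 or 3, 0.0706 to 0.0904) and Fads2 (Cre control replicate 2 or Pdpk1-null replicate 3, log2 fold changes of -0.55 and -0.58).

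**Figure D3:**
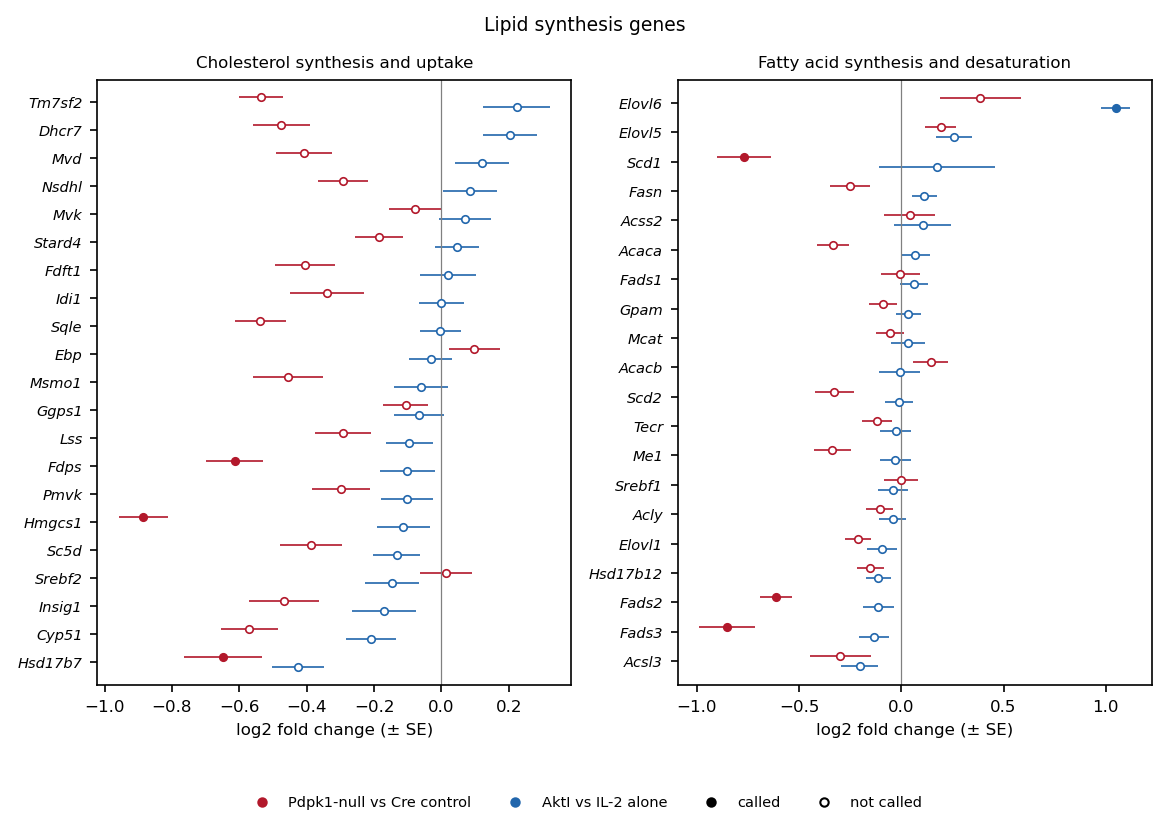
Log2 fold change (x axis) with its standard error for the measured genes of cholesterol synthesis and uptake and of fatty acid synthesis and desaturation, after Pdpk1 deletion against Cre control (red) and with AktI against IL-2 alone (blue), 3 arrays per group. Filled points passed (called): 3 genes of each list after Pdpk1 deletion and Elovl6 with AktI.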

We noted that GO terms related to lipid and cholesterol metabolism (Figure 4B) were strongly overrepresented in this list, indicating that PDK1 but not Akt controls lipid metabolism in CTL.

We next interrogated the data to characterize genes coregulated by PDK1 and Akt. 

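Many genes moved the same way after Pdpk1 deletion and with AktI. Ms4a6c, a membrane protein gene, rose by 1.78 on the log2 scale after deletion (standard error 0.216, n = 3 per group, adjusted p = 0.00864) and by 1.43 with AktI (standard error 0.0922, adjusted p = 0.00014). Nt5e (CD73), which makes adenosine outside the cell, rose by 1.24 (standard error 0.202, adjusted p = 0.0243) and 2.39 (standard error 0.0885, adjusted p = 1.69e-05). Metrnl, a secreted protein, fell in both comparisons (-1.45, standard error 0.117, and -1.08, standard error 0.161), as did Ppp2r2c, a subunit of protein phosphatase 2A (-1.34, standard error 0.142, and -1.78, standard error 0.127). In all, 112 genes rose in both comparisons, where independent lists of these sizes would share 2.76, and 25 fell in both, where they would share 0.668 (Fisher's exact test, two-sided, p = 1.25e-164 and 1.74e-33; genes are not independent of each other). By limma, 0 genes passed in opposite directions (81 at an unadjusted p under 0.05, beside 1347 in the same direction; 0 by SAM). Of the 461 genes that changed with AktI, 92.6% had a Pdpk1 effect of the same sign. Across the 18193 genes, which are not independent replicates, the effects correlated with Pearson r = 0.532 and Spearman rho = 0.359. With AktI and not after deletion, 324 genes passed (162 higher and 162 lower), and for 44 of these the effects differed. Among them, Aqp3, a channel for water and glycerol, rose by 2.85 with AktI (standard error 0.0994, adjusted p = 1.69e-05), against 1.06 after deletion (adjusted p of the difference = 0.0085). Scin, an actin-severing protein, had log2 fold changes of -2.10 and -0.57 (adjusted p of the difference = 0.0141). The 137 genes shared by the comparisons were 74, 53 and 58 without Cre control replicate 1, 2 or 3 and 66 and 48 without Pdpk1-null replicate 1 or 3. Nt5e did not pass after deletion without any 1 Cre control replicate or Pdpk1-null replicate 3 (adjusted p from 0.0625 to 0.103).

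**Figure D4:**
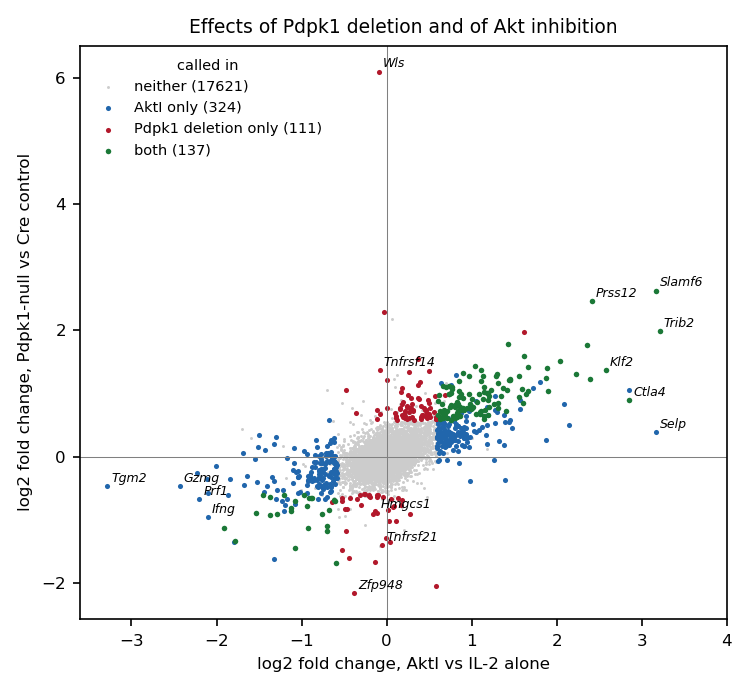
Each point is 1 of 18193 genes, by its log2 fold change with AktI against IL-2 alone (x axis) and in Pdpk1-null against Cre control CTL (y axis). Colours mark the 137 genes that passed in both, the 111 after Pdpk1 deletion only, the 324 with AktI only and the genes that passed in neither.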

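Several genes switched on by Foxo transcription factors rose in both comparisons. Trib2, a pseudokinase gene, rose 3.99-fold in Pdpk1-null CTL (log2 fold change 2.00, standard error 0.308, n = 3 per group, adjusted p = 0.0203) and 9.27-fold with AktI (3.21, standard error 0.22, adjusted p = 0.000167; adjusted p of the difference = 0.309). Klf2, a transcription factor of resting T cells, rose by 1.37 (standard error 0.269, adjusted p = 0.0468) and by 2.58 (standard error 0.174, adjusted p = 0.000167; adjusted p of the difference = 0.213). Il7r, the receptor for the survival cytokine IL-7, rose by 1.37 (standard error 0.176, adjusted p = 0.0107) and by 1.11 (standard error 0.104, adjusted p = 0.000718). S1pr1, which guides the exit of T cells from lymph nodes, rose with AktI (1.38, standard error 0.128, adjusted p = 0.000709) and did not pass after deletion (0.66, standard error 0.355, adjusted p = 0.439, adjusted p of the difference = 0.615). The paper reports quantitative PCR as verification of its Foxo target changes, after deletion and with AktI (Figures 4D and 4E). Ctla4, an inhibitory receptor, rose by 0.90 after deletion (standard error 0.0973, adjusted p = 0.00568) and by 2.85 with AktI (standard error 0.0956, adjusted p = 1.69e-05), which differed by -1.96 (standard error 0.143, adjusted p = 1.68e-05). Of 26 genes listed as Foxo targets, 9 rose after deletion and 12 with AktI and 0 fell by limma (17 higher and 0 lower, and 20 higher and 2 lower, at an unadjusted p under 0.05; 10 and 12 higher when adjusted over the list alone; 9 and 12 by SAM). The list was higher as a group in both (camera, adjusted p = 2.39e-12 and 4.24e-16, adjusted p = 0.223 and 0.338 with an estimated correlation), and the difference of its shifts had an adjusted p of 0.0839, and of 0.0262 under the replicate block (there 0.49 with an estimated correlation). Of the genes of Figure 4C, 4 were measured, of which 3 rose after deletion and 4 with AktI (the same when adjusted over the list alone), and L-selectin was not analysed here. The study chose these genes on these arrays, so the counts are not independent evidence. The transcript of Foxo3 itself rose with AktI (0.67, standard error 0.128, adjusted p = 0.0212), against 0.06 after deletion (adjusted p of the difference = 0.191), and Foxo1, Akt1 and Akt2 passed in neither comparison. Calls ended without 1 array for Klf2 after deletion (every array but Pdpk1-null replicate 2, adjusted p from 0.105 to 0.163), Trib2 (Cre control replicate 2 or 3, Pdpk1-null replicate 1 or 3, 0.0584 to 0.0934) and Il7r (Pdpk1-null replicate 3, 0.0518), and for Foxo3 with AktI (IL-2 replicate 1 or 3, AktI replicate 2 or 3, 0.064 to 0.075).

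**Figure D5:**
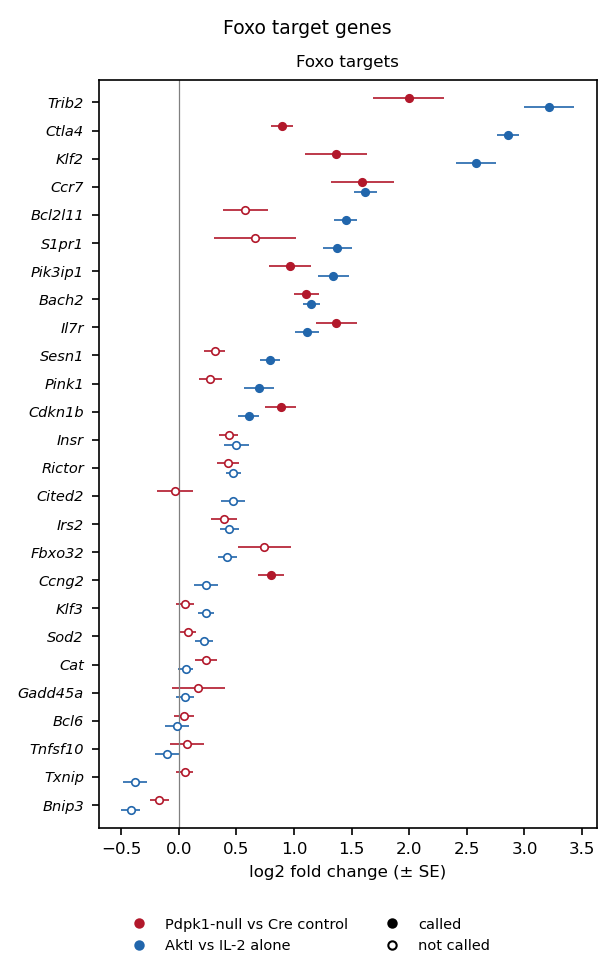
Log2 fold change (x axis) with its standard error for the measured genes listed as Foxo targets, after Pdpk1 deletion against Cre control (red) and with AktI against IL-2 alone (blue), 3 arrays per group. Filled points passed, 9 genes after Pdpk1 deletion and 12 with AktI, all of them higher.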

One clear result was that Akt inhibition or *Pdpk1* deletion resulted in the re-expression of Foxo target genes (Figure 4C), including the IL-7 receptor α subunit (CD127), the transcription factor Klf2, and its targets L-selectin (CD62L), CC motif chemokine receptor 7 (CCR7), and sphingosine-1-phosphate receptor 1 (S1P1) (Carlson et al., 2006; Fabre et al., 2008; Kerdiles et al., 2009; Ouyang et al., 2009). Figures 4D and 4E used quantitative polymerase chain reaction (PCR) analysis to verify these changes. IL-2 activation of Akt is dependent on PI3K p110δ (Figure 1), so it would be predicted that inactivating p110δ would also restore expression of the Foxo-regulated genes in CTL. Indeed, IL-2-cultured CTL expressing catalytically inactive p110δ (*Pik3cd*^D910A^) maintained high expression of Klf2 and CD62L, CCR7, and S1P1 (Figure 4F). Moreover, treatment of CTL with the p110δ inhibitor IC87114 drove re-expression of Klf2 and its targets (Figure 4G).

### Inhibition of PI3K p110δ and Akt Reprograms CTL Trafficking

Deletion of *Pdpk1* or the inhibition of Akt caused CTL to re-express CD62L and CCR7 (Figures 4C–4E). 

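Ccr7 mRNA rose 3.02-fold after Pdpk1 deletion and 3.07-fold with AktI. Its log2 signal was 6.23 ± 0.60 (SD, n = 3) in Cre control and 7.82 ± 0.28 in Pdpk1-null CTL (log2 fold change 1.59, standard error 0.273, adjusted p = 0.0296). It was 8.84 ± 0.12 in IL-2 alone and 10.5 ± 0.18 with AktI (1.62, standard error 0.103, adjusted p = 0.000129; adjusted p of the difference = 0.99). CD62L was not analysed here. Of 22 measured genes of naive and memory T cells, 7 rose after deletion and 13 with AktI and 0 fell by limma (14 higher and 1 lower, and 17 higher and 3 lower, at an unadjusted p under 0.05; 8 and 14 higher when adjusted over the list alone and by SAM). The list was higher as a group in both (camera, adjusted p = 3.2e-09 and 2.65e-13, adjusted p = 0.236 and 0.338 with an estimated correlation), and the difference of its shifts had an adjusted p of 0.0715, and of 0.00434 under the replicate block (there 0.333 with an estimated correlation). Nsg2, a vesicle protein gene, rose with AktI (1.39, standard error 0.185, adjusted p = 0.00393), against 0.55 after deletion (adjusted p = 0.269; adjusted p of the difference = 0.353). Among 17 transcription factors and markers of effector T cells, 2 rose and 1 fell after deletion, and 2 rose and 3 fell with AktI (2 and 2, and 2 and 3, when adjusted over the list alone). Irf4, which drives effector differentiation, rose by 0.84 after deletion (standard error 0.122, adjusted p = 0.0169) and by 1.26 with AktI (standard error 0.0844, adjusted p = 0.000164), and Stat4, the transducer of IL-12 signals, by 0.73 and 0.87. Irf8, another factor of the same family, fell in both (-0.91, standard error 0.138, adjusted p = 0.0189, and -1.29, standard error 0.094, adjusted p = 0.000222). Gfi1, a repressor, fell with AktI (-0.74, against -0.51 after deletion, under 1.5-fold; adjusted p of the difference = 0.587). This list was lower with AktI as a group (adjusted p = 0.0413, adjusted p = 0.427 with an estimated correlation), not after deletion (adjusted p = 0.28), and its shifts did not differ (adjusted p = 0.282). From the re-expression of CD62L and CCR7, the paper raises the possibility that Akt inhibition might change the trafficking of CTL and restore their entry from the blood into secondary lymphoid tissue, and states that it was not known whether such inhibition is sufficient. Calls after deletion ended without 1 array for Ccr7 (Cre control replicate 3, Pdpk1-null replicate 1 or 3, adjusted p from 0.0904 to 0.0932), Irf4 (Cre control replicate 2, Pdpk1-null replicate 1 or 3, 0.0518 to 0.0693), Irf8 (these and Cre control replicate 3, 0.0561 to 0.0777) and Stat4 (every array but Pdpk1-null replicate 2, 0.0518 to 0.0895).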

CD62L controls T cell adhesion to the endothelium of high endothelial venules and CCR7 directs migration of T cells into lymphoid organs. Moreover, the loss of CD62L and CCR7 by CTL is part of the program that directs the trafficking of CTL away from lymphoid tissue. The re-expression of CD62L and CCR7 in CTL deleted of *Pdpk1* or exposed to AktI could argue that inhibition of Akt might reprogram the trafficking of CTL and restore their ability to transmigrate from the blood into secondary lymphoid tissue. In this context, strong activation of PI3K and Akt is required and sufficient to downregulate the ability of naive T cells to home to secondary lymphoid tissue in vivo (Finlay et al., 2009; Waugh et al., 2009). It is also known that p110δ activity is required for T cells to exit lymphoid tissue and home to sites of infection (Liu and Uzonna, 2010). T cells thus appear to need to activate Akt to exit lymphoid tissues. However, it is not known whether inhibition of Akt is sufficient to reprogram the ability of CTL to home to lymphoid tissue. In this context, inhibition of Akt had pleiotropic effects on the expression of multiple adhesion molecules and chemokine receptors by CTL and was not limited to controlling CD62L and CCR7 expression (Figure 5A).

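Adhesion molecules changed in both directions with AktI, while the chemokine receptors that passed rose. Slamf6, a receptor that T cells use to bind each other, rose 9.01-fold with AktI (log2 fold change 3.17, standard error 0.193, n = 3 per group, adjusted p = 0.000119) and rose after Pdpk1 deletion (2.63, standard error 0.266, adjusted p = 0.00401), there from a signal of 3.69, below background, so that this size is not exact. Selp (P-selectin) rose 8.97-fold with AktI (3.17, standard error 0.259, adjusted p = 0.000378), against 0.39 after deletion (adjusted p = 0.187), where both signals (3.85 and 4.24) are below background, and the effects differed by -2.77 (adjusted p = 0.00128). The integrin genes Itga4 (1.57, standard error 0.104), Itga6 (0.91, standard error 0.0757), Itgb3 (0.84, standard error 0.167) and Itgae (0.61, standard error 0.0655) rose with AktI, and Itgae also after deletion (0.98, standard error 0.0959, adjusted p = 0.00373). In the Akt experiment both signals of Itgae (4.14 and 4.76) are below background, so its rise there is not exact, and another probe set of it did not pass (0.38, adjusted p = 0.0632). The brightest probe set of Itga4 had 0.90 after deletion (adjusted p = 0.0889), and 2 others rose there (1.12, adjusted p = 0.0127, and 0.67, adjusted p = 0.0422) from signals near or below background. The differences for Itga4, Itga6 and Itgb3 did not pass (adjusted p = 0.393, 0.197 and 0.331). Itgav, the α chain of a vitronectin receptor, fell with AktI (-0.89, standard error 0.0995) and after deletion (-0.65). Alcam (-1.09, standard error 0.16, adjusted p = 0.00631) and Slamf7 (-1.28, standard error 0.087, adjusted p = 0.000167), other surface receptors, fell with AktI. Slamf7 had -0.53 after deletion, and its effects differed by 0.76 (adjusted p = 0.0189); Alcam had -0.09 (adjusted p of the difference = 0.0702). Icam2, a ligand of integrins, rose by 0.95 with AktI and 0.76 after deletion, and Cd2 by 0.67 after deletion (standard error 0.0942, adjusted p = 0.0151; adjusted p of the difference = 0.153). The chemokine receptors Cxcr3 (2.30-fold, adjusted p = 0.000949) and Cxcr4 (0.88, standard error 0.176, adjusted p = 0.0254) and the sphingosine phosphate receptor S1pr4 (0.86, standard error 0.0784, adjusted p = 0.000616) rose with AktI and by 0.79, 0.99 and 0.65 after deletion. Gpr15, a homing receptor, rose from a signal below background by 1.97 after deletion (standard error 0.382, adjusted p = 0.0444), against 1.62 with AktI (adjusted p = 0.0555, and 0.0012 under the replicate block; adjusted p of the difference = 0.903). Of 21 adhesion molecules, 7 rose and 3 fell with AktI, and 4 rose and 1 fell after deletion (7 and 3, and 5 and 1, when adjusted over the list alone). As a group the list was higher after deletion (camera, adjusted p = 0.0016, adjusted p = 0.223 with an estimated correlation), not with AktI (adjusted p = 0.0682). In the difference, its median (0.14) and the test (Up, adjusted p = 0.351) had the opposite sign to its mean (-0.09). Of 18 chemokine and sphingosine phosphate receptors, 5 rose and 0 fell by limma in each comparison (7 higher and 2 lower after deletion and 8 higher and 3 lower with AktI at an unadjusted p under 0.05; 5 higher and 1 lower, and 6 higher, when adjusted over the list alone and by SAM). This list was higher in both (adjusted p = 0.00207 and 0.00323, adjusted p = 0.223 and 0.338 with an estimated correlation), and in the difference its median (0.05) had the opposite sign to its mean (-0.05) and the test (adjusted p = 0.635). Of the genes of Figure 5A, 16 were measured, of which 11 rose and 4 fell with AktI, and 8 rose and 1 fell after deletion (12 and 4, and 9 and 1, when adjusted over the list alone). The study chose these genes on these arrays, so the counts are not independent evidence. After deletion, calls ended without 1 array for Cxcr3 (any array, adjusted p from 0.0526 to 0.165), Cxcr4 (Cre control or Pdpk1-null replicate 2 or 3, 0.056 to 0.109), S1pr4 and Itgav (every array but Pdpk1-null replicate 2, 0.0604 to 0.07 and 0.0508 to 0.127) and Icam2 (any Cre control replicate or Pdpk1-null replicate 1, 0.0525 to 0.0746). The same held for Cd2 (Cre control replicate 3, Pdpk1-null replicate 1 or 3, 0.0536 to 0.0582; without Cre control replicate 2 its log2 fold change of 0.58 came under 1.5-fold) and Gpr15 (any Cre control replicate or Pdpk1-null replicate 3, 0.0969 to 0.156). After deletion Itga4 passed without Cre control replicate 3 (0.048) and Slamf7 without Pdpk1-null replicate 2 (0.0146). With AktI, they ended for Cxcr4 (IL-2 replicate 1 or 3, AktI replicate 1 or 2, 0.059 to 0.0702) and Itgb3 (AktI replicate 1 or 2, IL-2 replicate 2 or 3, 0.0579 to 0.0883), while Gpr15 passed without IL-2 replicate 1 or AktI replicate 3 (0.0269 to 0.0334).

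**Figure D6:**
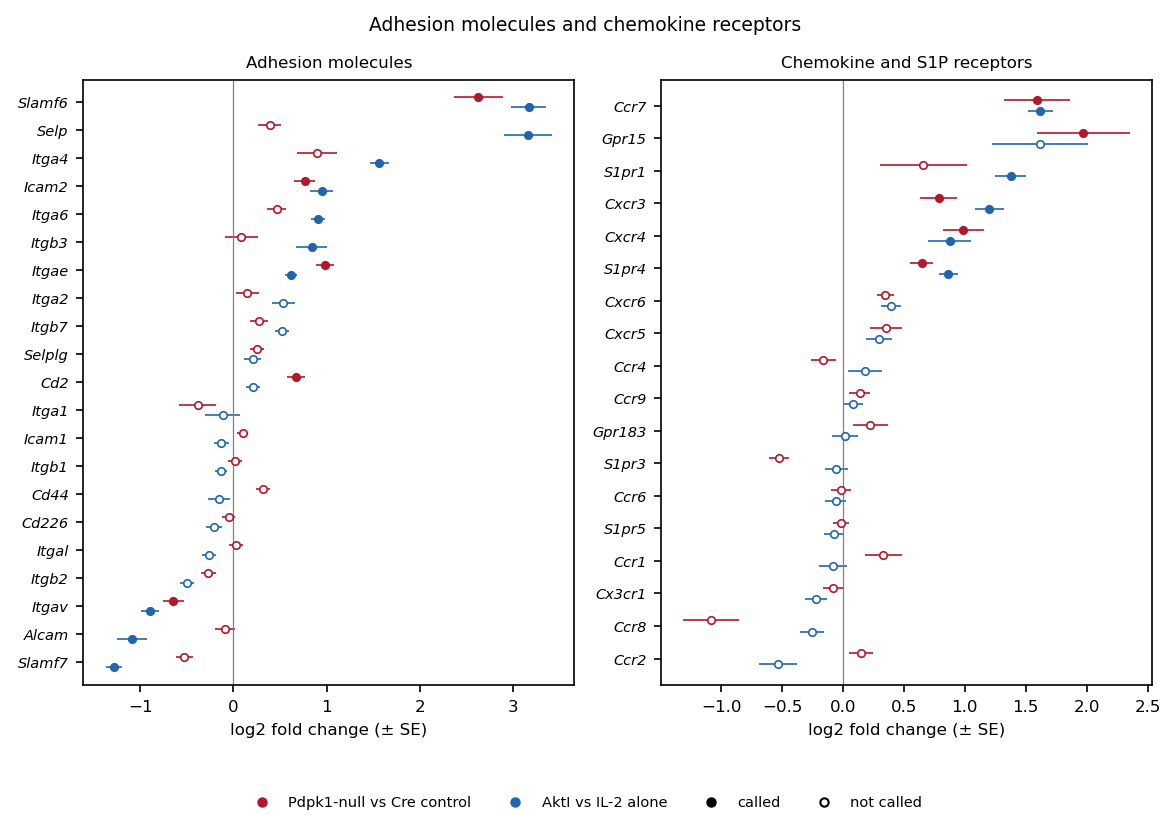
Log2 fold change (x axis) with its standard error for the measured adhesion molecules and the chemokine and sphingosine phosphate receptors, after Pdpk1 deletion against Cre control (red) and with AktI against IL-2 alone (blue), 3 arrays per group. Filled points passed; Slamf6 and Selp lie farthest to the right with AktI.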

To directly test the impact of Akt inhibition on CTL trafficking, in vivo adoptive transfer experiments were performed comparing the ability of wild-type CTL or CTL pretreated with either AktI or the p110δ inhibitor IC87114 to home from the blood to lymphoid tissue. Strikingly, CTL pretreated with either AktI or IC87114 showed strong preferential homing to lymph nodes and spleen compared to wild-type CTL (Figures 5B and 5C). Sustained activation of Akt is thus required to maintain the trafficking characteristics of CTL: Loss of p110δ catalytic activity or Akt inhibition reprograms the ability of CTL to traffic to lymphoid tissue.

To further explore the in vivo role of Akt in CD8 T cell trafficking responses, we compared in vivo immune responses of wild-type and *Pdpk1^K465E/K465E^* T cells. The K465E mutation creates a PDK1 molecule with a mutated PH domain that cannot bind PI(3,4,5)P_3_ and can support only a low amount of Akt activity (Waugh et al., 2009). Figure 5D shows that both wild-type and K465E T cells proliferated in vivo in response to immunization with cognate antigen and lipopolysaccharide (LPS). However, K465E T cells failed to downregulate CD62L (Figure 5E) and were retained in lymphoid tissue (Figure 5F) compared to control effector CD8^+^ T cells.

### Akt Is Necessary to Induce and Sustain Expression of CTL Effector Molecules

A key role for IL-2 in CD8^+^ T cells is to promote effector differentiation of CTL by driving expression of cytolytic effector molecules and by controlling the cytokine receptor profile of CTL (Janas et al., 2005; Pipkin et al., 2010). It was therefore striking that inhibition of Akt caused a decrease in the expression of mRNA encoding several molecules critical for CTL effector function (Figure 6A), notably multiple granzymes, Fas ligand, the cytolytic effector perforin, and interferon gamma (IFN-γ). It was equally notable that Akt inhibition had a considerable impact on the transcription of key cytokine receptors. 

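Transcripts of perforin and of granzymes D to G fell with AktI. Prf1, the pore-forming perforin, fell 4.61-fold, from a log2 signal of 12.2 ± 0.27 (SD, n = 3) in IL-2 alone to 9.95 ± 0.21 with AktI (log2 fold change -2.20, standard error 0.147, adjusted p = 0.000164). Granzymes G, E, D and F, serine proteases of the granules, also fell, Gzmd 4.01-fold (adjusted p = 0.000369), and the others with log2 fold changes of -2.43 (Gzmg, standard error 0.218, adjusted p = 0.000582), -2.22 (Gzme, standard error 0.205, adjusted p = 0.000677) and -1.86 (Gzmf, standard error 0.192, adjusted p = 0.00122). Ifng, the cytokine interferon γ, fell by 2.10 on the log2 scale (standard error 0.152, adjusted p = 0.00021), and Fasl, which kills through Fas, by 0.79 (standard error 0.0859, adjusted p = 0.00149). Gzmm had a log2 fold change of -0.62 (standard error 0.0889, adjusted p = 0.00575), and the abundant granzymes Gzmb and Gzma had -0.34 and -0.43, under 1.5-fold. Their signals in IL-2 alone (14.65 and 13.87) lie near the top of the scale, where saturation could hide a larger fall. The chemokines Ccl3 (-1.17, adjusted p = 0.0391) and Ccl4 (-0.85, adjusted p = 0.00528) and Serpinb9, which protects CTL from granzyme B (-0.94, adjusted p = 0.000189), also fell, while Gzmk (0.64, adjusted p = 0.00502) and lymphotoxin β, Ltb (1.11, adjusted p = 0.00145), rose. After Pdpk1 deletion, Prf1 (-0.67, adjusted p = 0.14), Ifng (-0.95, adjusted p = 0.301), Gzmg (-0.46, adjusted p = 0.106), Gzme (-0.25, adjusted p = 0.38), Gzmd (-0.15, adjusted p = 0.492), Gzmf (-0.61, adjusted p = 0.282) and Fasl (0.01, adjusted p = 0.961) did not pass. For perforin and IFN-γ in Pdpk1-null CTL, the paper reports results similar to those with AktI (Figure 6D). Not passing here thus does not show that deletion spares Prf1 and Ifng. The effects differed for Gzmg (1.97, adjusted p = 0.00557), Gzme (1.97, adjusted p = 0.00375), Gzmd (1.85, adjusted p = 0.000837), Prf1 (1.53, adjusted p = 0.026), Fasl (0.80, adjusted p = 0.00364), Gzmm (0.91, adjusted p = 0.0242) and Ccl4 (0.78, adjusted p = 0.0348), and not for Gzmf (adjusted p = 0.175), Ifng (0.419), Ccl3 (0.173) or Gzmk (0.598). Ccl3 is below background in both groups of the Pdpk1 experiment (4.25 and 4.23), where a fall could not be seen, and with AktI (4.49), so its fall is not exact. For granzymes D, E and G these differences are limited by the Pdpk1 experiment, where saturated probe sets could hide a fall. Serpinb9 fell (-0.79, adjusted p = 0.0245) and Ltb, which lies on the chromosome of Pdpk1, rose 2.29-fold (adjusted p = 0.0115) after deletion too. Ccl5, another chemokine, rose after deletion (0.98, adjusted p = 0.0499), against 0.69 with AktI (adjusted p = 0.0622; adjusted p of the difference = 0.808). Of 29 cytolytic effector molecules, 2 rose and 11 fell with AktI, and 2 rose and 1 fell after deletion (3 and 11, and 3 and 2, when adjusted over the list alone). The list was lower as a group with AktI (camera, adjusted p = 1.73e-08, adjusted p = 0.338 with an estimated correlation), not after deletion (adjusted p = 0.889). Its shifts differed, also with an estimated correlation (adjusted p = 1.15e-15 and 0.0254, and 0.0214 under the replicate block). The list holds granzymes whose fall after deletion saturated probe sets could hide, so this difference is limited in the same way. Of its genes that passed with AktI, all but Serpinb9 are genes of Figures 5A and 6A, which the study chose on these arrays. The counts and tests of this list are therefore not independent evidence. Of the 10 genes of Figure 6A, 2 rose and 8 fell with AktI (the same over the list alone). After deletion 1 rose and 0 fell by limma (3 higher and 4 lower at an unadjusted p under 0.05; 2 higher and 1 lower when adjusted over the list alone; 2 higher and 0 lower by SAM). The study chose these genes on these arrays, so the counts are not independent evidence. Granzymes D to G are close paralogs whose probe sets were not tested for cross-hybridization, and on the Cre control arrays they rank among the brightest probe sets (percentiles 99.9, 99.7, 99.5 and 99.9 for Gzmd, Gzme, Gzmf and Gzmg). On the same arrays, AktI also lowered markers of other cell types: Cd68 (-1.30, standard error 0.185) and Mpeg1 (-0.72, standard error 0.0932) of myeloid cells, Bank1 (-0.94, standard error 0.117) of B cells and Mcpt8 (-1.09, standard error 0.253) of basophils. Their effects differed from those after deletion for Cd68 (1.61, adjusted p = 0.0133), Mpeg1 (0.73, 0.0232) and Bank1 (0.98, 0.00967), and not for Mcpt8 (1.22, 0.34). After deletion both signals of Mpeg1 (4.37 and 4.38) and of Bank1 (3.15 and 3.19) are below background, so a fall of these could not be seen there. With AktI the signals of Mpeg1 (4.71) and Mcpt8 (4.87) are below background, so their falls are not exact. Among other B cell markers above background, Cd79b (0.34), Cd79a (0.10), Blk (0.07) and Pax5 (0.01) had higher means with AktI. Cd22 (-0.10) had a lower one, and none of these passed. Without 1 array, calls with AktI ended for Ccl3 (IL-2 replicate 1 or 3, AktI replicate 2 or 3, adjusted p from 0.0672 to 0.131), Mcpt8 (every array but AktI replicate 3, 0.0816 to 0.139), and Gzmk (without IL-2 replicate 3, log2 fold change 0.57) and Gzmm (without AktI replicate 3, -0.53), which came under 1.5-fold. Ccl5 passed with AktI without IL-2 replicate 1 (adjusted p = 0.0154). Calls after deletion ended for Serpinb9 (Cre control replicate 1, Pdpk1-null replicate 1 or 3, 0.0652 to 0.092), Ltb (Pdpk1-null replicate 3, 0.0548) and Ccl5 (every array but Pdpk1-null replicate 1, 0.0936 to 0.168). Ifng passed after deletion without Pdpk1-null replicate 2 (-1.47, adjusted p = 0.0148) and Gzmk without Pdpk1-null replicate 1 (adjusted p = 0.0357).

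**Figure D7:**
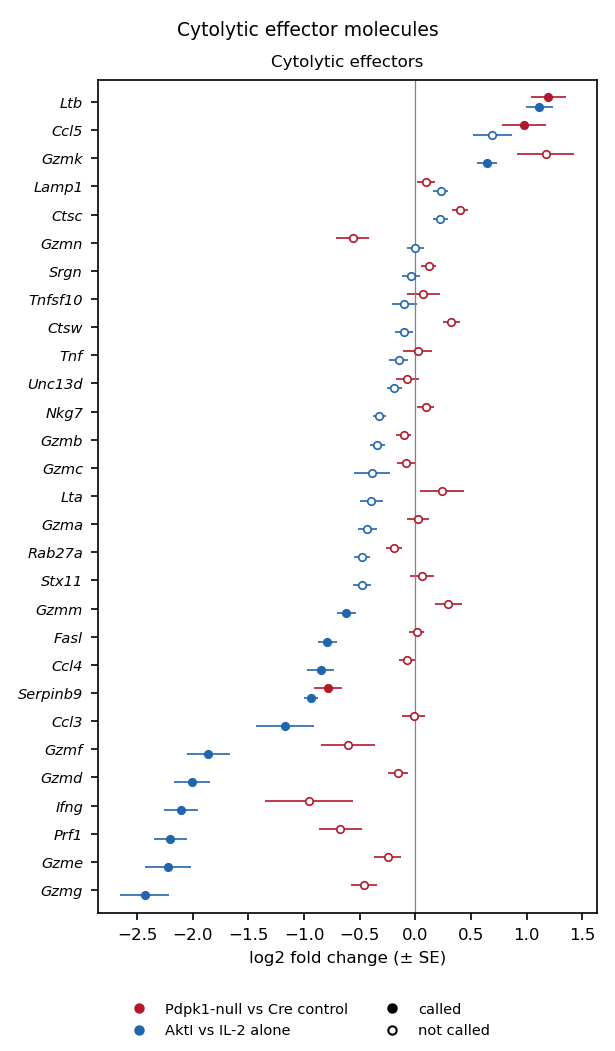
Log2 fold change (x axis) with its standard error for the measured cytolytic effector molecules, after Pdpk1 deletion against Cre control (red) and with AktI against IL-2 alone (blue), 3 arrays per group. Filled points passed; with AktI 11 lie to the left and 2 to the right.

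**Figure D8:**
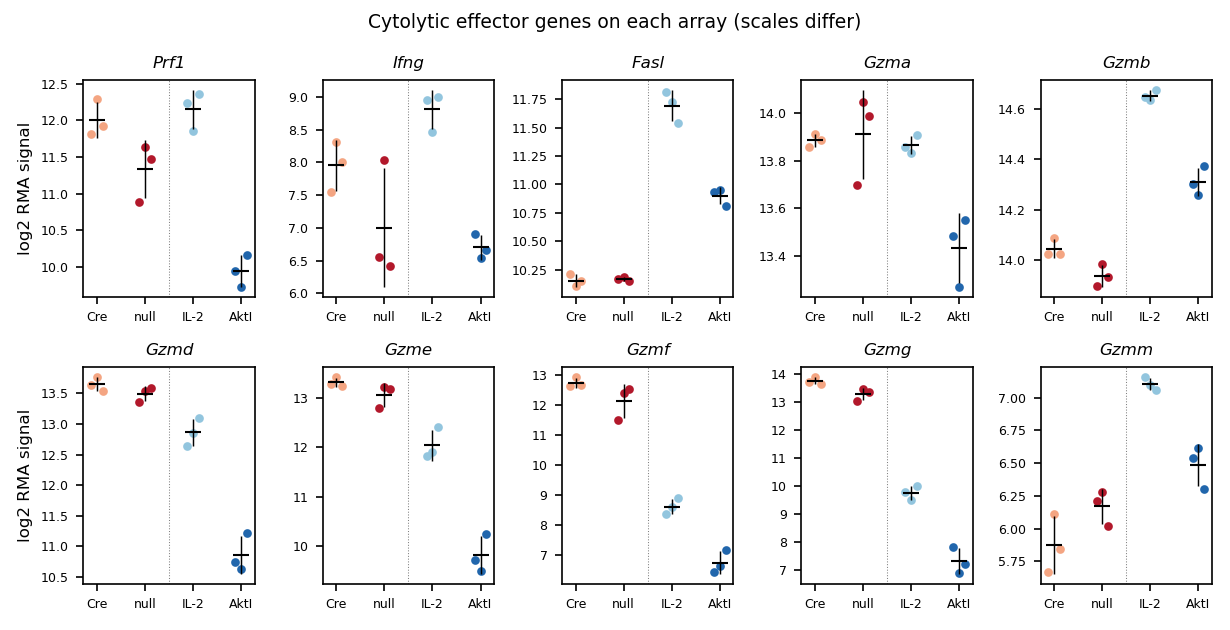
Log2 signal of effector genes on each of the 12 arrays (points), with the mean and SD of each group of 3. The scale of the y axis differs between genes, and levels are to be compared within an experiment.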

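Receptors for cytokines changed in both directions. Tnfrsf23, a decoy receptor for TRAIL, rose by 1.29 on the log2 scale with AktI (standard error 0.117, n = 3 per group, adjusted p = 0.00061) and by 1.27 after Pdpk1 deletion (standard error 0.0924, adjusted p = 0.000785), and its relative Tnfrsf22 by 0.86 (adjusted p = 0.0011) and 1.05 (adjusted p = 0.000785). Il18r1, a chain of the IL-18 receptor, rose by 0.74 with AktI (standard error 0.0984, adjusted p = 0.00394) and by 1.00 after deletion (standard error 0.18, adjusted p = 0.0356). Tnfrsf8 (CD30) had a log2 fold change of -1.07 with AktI (standard error 0.129, adjusted p = 0.00245) and the costimulatory receptor Tnfrsf9 of -0.75 (standard error 0.085, adjusted p = 0.00181); after deletion these had -0.75 and -0.20 and did not pass, nor did the differences (adjusted p = 0.749 and 0.0853). Tnfrsf21, the death receptor DR6, fell after deletion (-1.40, standard error 0.16, adjusted p = 0.00692), against -0.05 with AktI (difference -1.35, adjusted p = 0.00577); it lies on the chromosome of Pdpk1, outside its nearest genes. Of 32 cytokine receptors, 6 rose and 3 fell with AktI, and 5 rose and 2 fell after deletion (6 and 3, and 6 and 3, when adjusted over the list alone). The list was slightly higher after deletion (camera, adjusted p = 0.0239, adjusted p = 0.304 with an estimated correlation), not with AktI (adjusted p = 0.474), where its median was -0.01 and its mean 0.06, and the difference of its shifts had an adjusted p of 0.0606, and of 0.0126 under the replicate block (there 0.309 with an estimated correlation). Among 18 target genes of IL-2 and STAT5, 3 rose and 1 fell with AktI, and 2 rose and 0 fell after deletion by limma (5 higher and 6 lower at an unadjusted p under 0.05; 2 and 0 by SAM), the same when adjusted over the list alone. The survival kinase gene Pim2 rose by 1.90 with AktI (standard error 0.151, adjusted p = 0.000329) and 1.05 after deletion (adjusted p = 0.0217), Socs3, a brake on cytokine signals, by 0.84 and 0.83, and Socs2 by 0.95 with AktI, against 0.23 after deletion (adjusted p of the difference = 0.104). The stress gene Gadd45g fell with AktI (-1.40, standard error 0.109, adjusted p = 0.000295), 0.94 below its effect after deletion (adjusted p of the difference = 0.0156). This list did not shift in either comparison (adjusted p = 0.994 after deletion, where its mean was 0.05 and its median and the test lay below 0; 0.803 with AktI, where its median was -0.06 and its mean and the test lay above 0). After deletion, calls ended without 1 array but Pdpk1-null replicate 2 for Il18r1 (adjusted p from 0.0768 to 0.114), Pim2 (0.0576 to 0.0922) and Socs3 (0.0528 to 0.116).

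**Figure D9:**
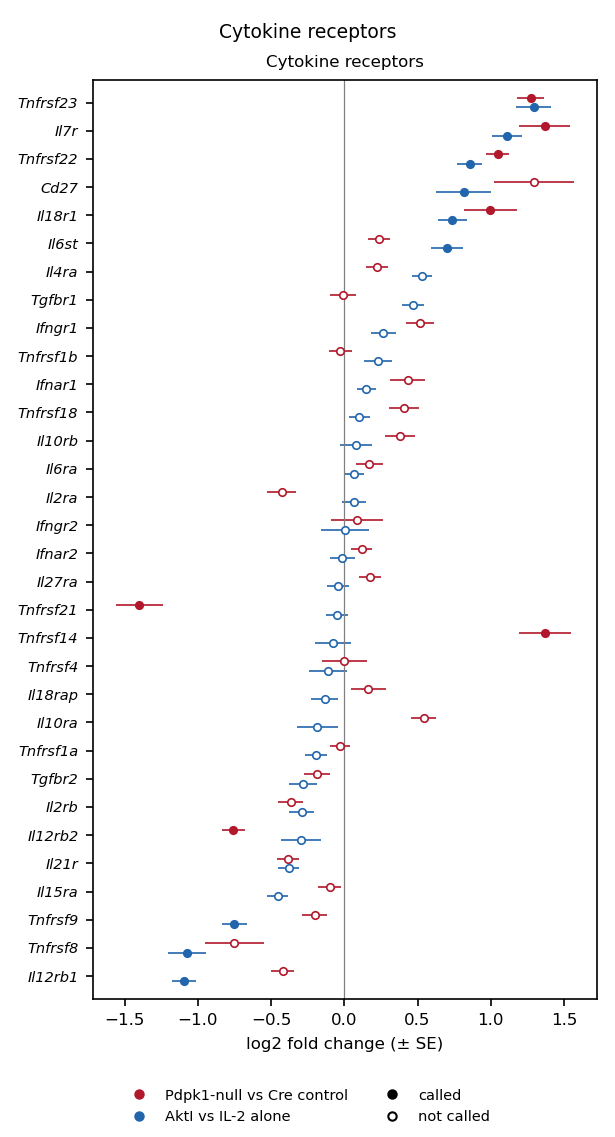
Log2 fold change (x axis) with its standard error for the measured cytokine receptors, after Pdpk1 deletion against Cre control (red) and with AktI against IL-2 alone (blue), 3 arrays per group. Filled points passed, 9 with AktI and 7 after Pdpk1 deletion.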

Akt inhibition thus decreased expression of mRNA encoding IL-12 receptor β-chains while simultaneously increasing expression of mRNA encoding IL-6 receptors and CD27 (TNFRSF7), the CD70 coreceptor (Figure 6B). 

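Il12rb1, the β1 chain of the IL-12 receptor, fell with AktI from a log2 signal of 10.4 ± 0.09 (SD, n = 3) to 9.33 ± 0.11 (log2 fold change -1.10, standard error 0.0819, adjusted p = 0.000238). After Pdpk1 deletion it had -0.42 (standard error 0.0768, adjusted p = 0.0365), under 1.5-fold, and the effects differed by 0.68 (adjusted p = 0.0187). Il12rb2, the β2 chain, had -0.30 with AktI (standard error 0.136, adjusted p = 0.302) and fell after deletion (-0.76, standard error 0.0789, adjusted p = 0.00468); this difference did not pass (-0.46, adjusted p = 0.338). Il6st (gp130), the signalling chain of the IL-6 receptor, rose with AktI (0.70, standard error 0.109, adjusted p = 0.00827), against 0.24 after deletion (adjusted p = 0.169; adjusted p of the difference = 0.213). Il6ra, the chain that binds IL-6, had 0.07 with AktI (standard error 0.067, adjusted p = 0.676) and 0.17 after deletion (adjusted p = 0.436). Another probe set of Il6ra rose with AktI (0.80, adjusted p = 0.00657), from a signal just below background (4.94), so this size is not exact. Cd27 rose by 0.82 with AktI (standard error 0.188, adjusted p = 0.0442), against 1.29 after deletion (standard error 0.274, adjusted p = 0.06; adjusted p of the difference = 0.728). The cytokines Il10, which restrains inflammation, and Il24 fell with AktI (-1.69, standard error 0.184, adjusted p = 0.00155, and -1.65, standard error 0.152, adjusted p = 0.000678; adjusted p of the differences = 0.104 and 0.0904). So did Il18bp, which captures IL-18 (-0.72, adjusted p = 0.00121; adjusted p of the difference = 0.0474), and Il16 rose after deletion (0.68, adjusted p = 0.0158), against 0.50 with AktI (adjusted p of the difference = 0.7), where another probe set rose (0.60, adjusted p = 0.00266). Of the 15 genes of Figure 6B, 7 rose and 6 fell with AktI (the same over the list alone). After deletion 6 rose and 0 fell by limma (8 higher and 3 lower at an unadjusted p under 0.05; 7 higher and 1 lower when adjusted over the list alone; 7 higher and 0 lower by SAM). The study chose these genes on these arrays, so the counts are not independent evidence. The call of Cd27 with AktI ended without any 1 array but AktI replicate 3 (IL-2 replicates 1 to 3, AktI replicates 1 and 2; adjusted p from 0.0586 to 0.142). After deletion Cd27 passed without Pdpk1-null replicate 2 (0.0463), and Il16 did not without Cre control replicate 1 or 2 or Pdpk1-null replicate 1 or 3 (0.0568 to 0.0733).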

The role of Akt in perforin and IFN-γ expression was verified by real-time PCR analysis, ELISA, and immunoblot analysis (Figure 6C). Akt inhibition thus caused loss of IFN-γ mRNA expression and prevented IFN-γ protein production. Similar results were obtained after the deletion of *Pdpk1* from CTL (Figure 6D), providing genetic evidence that PDK1-Akt signaling sustains perforin and IFN-γ protein expression in CTL.

Akt is also rapidly activated in CD8^+^ T cells in response to triggering of the TCR. Akt is not required for TCR-induced metabolic programs (Figure 3F), but is it necessary for the TCR to initiate expression of CTL effector molecules? In these experiments we focused on the induction of IFN-γ because this cytokine can be induced rapidly in response to triggering of the TCR in both naive and effector CD8^+^ T cells. Moreover, it has been shown that p110δ is required for TCR-induced IFN-γ production during immune activation but the role of Akt has not been addressed (Liu and Uzonna, 2010; Soond et al., 2010). We found that inhibition of Akt suppressed TCR induction of IFN-γ mRNA and protein in both naive CD8^+^ T cells and effector CTL (Figures 7A and 7B). This reflects that Akt activity is important for IFN-γ gene transcription. Figure 7C thus shows that the loss of Akt activity reduced the amount of RNA polymerase II (Pol II) recruitment to the IFN-γ transcription start site and distal exons.

Why is Akt needed for IFN-γ production? We considered the possibility that Akt controlled the activity of mTOR (mammalian target of rapamycin), which is known to control the expression of T effector molecules (Rao et al., 2010). However, although *Pdpk1* deletion prevented phosphorylation of the mTOR target S6 (Figure 2B), inhibition of Akt only weakly suppressed the phosphorylation of S6 and S6K1 (Figure S1). Akt activity is thus dispensable for mTOR activation in CTL. Accordingly, an inability to activate mTOR does not explain why Akt is required for IFN-γ production. However, an important insight as to a possible mechanism for Akt control of IFN-γ production came from experiments with *Pdpk1^K465E/K465E^* T cells that support only a low level of Akt activity. These T cells have a selective defect in the phosphorylation and inactivation of Foxo family transcription factors and fail to downregulate expression of Foxo gene targets (Waugh et al., 2009). Foxos can both transactivate and repress gene expression (Fabre et al., 2008), and in this context, TCR-induced production of IFN-γ is severely attenuated in *Pdpk1^K465E/K465E^* T cells (Figure 7D). This is consistent with a model whereby the defects in IFN-γ production caused by inhibition of Akt activity in CTL might be caused by relocation of Foxo transcription factors in the nuclei of T cells that then repress the IFN-γ gene. To assess whether the restoration of Foxos to the nuclei of TCR-activated T cells would impact on IFN-γ gene expression, we examined IFN-γ production in T cells expressing a GFP-tagged Foxo3a mutant with alanine substitutions at its Akt substrate sequences, T32, S252, and S314 (FoxoAAA). This phospho mutant could restore Foxo transcriptional function in cells expressing active Akt. Figures 7E and 7F show that activated T cells expressing the FoxoAAA mutant could not produce IFN-γ in response to peptide triggering of TCR complexes. Akt-regulated nuclear export of Foxo transcription factors is thus required for IFN-γ production.

## Discussion

The objective of the present study was to gain a more in-depth understanding of the function of PDK1 and Akt in the context of TCR and IL-2 signal transduction in CD8^+^ T cells. The accepted view of Akt is that it controls T cell metabolism. However, the data herein showed that Akt is not essential for CD8^+^ T cell metabolism, survival, or proliferation. Nevertheless, Akt does have a critical role in CTL function. Akt permits TCR and IL-2 signaling to maintain the expression of cytolytic effector molecules and to determine the repertoire of cytokine receptors, adhesion molecules, chemokine receptors, and effector molecules that distinguish effector and memory CTL populations. The present results thus force a shift in the accepted paradigm that Akt functions as an obligate controller of T cell metabolism. Rather, Akt simultaneously induces and represses expression of key genes to create an effector CTL, with the Foxo transcription factors being at the center of this process.

The TCR and IL-2 control the metabolic programs of CTL by driving glucose uptake, amino acid uptake, and protein synthesis. The current results show that this metabolic role is not mediated by Akt but is controlled by PDK1. This kinase phosphorylates and activates many AGC family serine kinases including Akt, PKCs, S6Ks, RSK, and the SGKs (Bayascas, 2008; Williams et al., 2000). These all share similar substrate specificities and there are numerous examples of redundant functions between different family members (Juntilla et al., 2007; Kelly et al., 2007). Importantly, the ability of PDK1 to phosphorylate the RSKs and the SGKs is independent of PI3K signaling (Bayascas et al., 2008; Waugh et al., 2009). Accordingly, PDK1 loss is more global than inhibition of PI(3,4,5)P_3_ production for terminating AGC kinase activity. The fact that glucose uptake and proliferation of CTL is PDK1 dependent rather than Akt dependent thus reveals that there is redundancy between AGC family kinases in CD8^+^ T cells. These data also indicate that PI3K and Akt do not have obligatory functions as metabolic switches in lymphocytes because other molecules can assume this role. These include other PDK1-controlled molecules, but it is also noteworthy that deletion of the serine-threonine master kinase LKB1 causes death of activated T cells (Tamás et al., 2010). There is also evidence that PIM kinases are important regulators of T cell survival (Fox et al., 2005). The control of T cell metabolism may thus be determined by multiple kinases.

Akt may not control CTL metabolism but the data herein shown that Akt does control a fundamental part of the CTL transcriptional program. Here it is relevant that cytotoxic T cells have two fates: they continue to become terminally differentiated “exhausted” effector T cells destined to die during the contraction phase of the immune response or a few may divert to become memory T cells (Ahmed et al., 2009). TCR triggering initiates CTL differentiation and sustained IL-2 signaling promotes effector CTL differentiation. The present data now show that the ability of these receptors to sustain Akt activity is needed to maintain the transcriptional program of CTL. In particular, Akt signaling maintained CTL effector function and controlled expression of multiple biomarkers that distinguish central memory T cells from effector T cells. The loss of Akt activity thus reprogrammed CTL to assume a “memory-naive” phenotype by synchronizing a decrease in the expression of cytolytic effector molecules such as perforin and IFN-γ while causing an increase in expression of genes encoding the cytokine receptors for IL-6 and IL-7 along with tumor necrosis factor receptor family member CD27. These latter molecules all play key roles in the homeostasis and survival of long-lived memory CD8^+^ T cells (Castellino and Germain, 2007; Hendriks et al., 2003; Kaech et al., 2003). Akt also controlled the repertoire of chemokine and adhesion molecules expressed by T cells that define whether these cells can traffic to secondary lymphoid tissue and progress to memory cells. Importantly, Akt inhibition allowed CTL to reacquire the ability to home to secondary lymphoid tissue. Collectively, these results reveal that sustained Akt signaling is required to maintain CTL effector function; the loss or reduction of Akt signaling does not impact T cell survival or proliferation but causes differentiated CTL to transcriptionally reprogram from an effector to a memory phenotype. Hence the simple view of Akt as a metabolic regulator is likely to be incorrect; rather, in CTL the role of Akt is to control the transcriptional programs that direct effector versus memory T cell fate. In particular, the data regarding Akt and T cell migration afford an explanation for the defects in the ability of antigen-primed PI3K p110δ-deficient T cells in vivo to migrate to antigenic sites (Jarmin et al., 2008; Liu and Uzonna, 2010). The data also argue that the in vivo role of IL-2 to sustain effector CTL function may rely on Akt-dependent expression of differentiation and trafficking molecules.

Finally, an emerging concept in T cell biology is that limiting T cell metabolism may accelerate the conversion of effector CTL into a memory subset (Araki et al., 2009; Pearce et al., 2009; Prlic and Bevan, 2009). This idea was based on studies linking mammalian target of rapamycin (mTOR) and adenosine monophosphate-activated protein kinase (AMPK) to the production of memory T cells during an immune response (Araki et al., 2009; Pearce et al., 2009; Rao et al., 2010). AMPK and mTOR are known to regulate cell metabolism but it was not directly proven that the role of either enzyme was caused by effects on T cell metabolism. The role of Akt in CTL suggests an alternative possibility: enzymes that originally evolved to control cell metabolism have evolved the ability to control other aspects of T cell function and can do so independently of effects on T cell metabolism.

## Experimental Procedures

### Mice

C57BL/6GT(ROSA)26^tm9(creEsr1)Arte^ (Tamox*Cre*) mice were obtained from Taconic Artemis Pharmaceuticals. Mice carrying floxed *Pdpk1* alleles *Pdpk1^flΔneo^* (PDK1^fl^); OT1 and P14 TCR transgenic mice; P14 TCR transgenic mice carrying a knockin mutation for a substitution of lysine for glutamic acid at residue 465 in the PH domain of PDK1 (*Pdpk1^K465E^*) and *Pik3cd*^D910A^ mice containing a knockin mutation of PI3K wherein wild-type alleles of the p110δ catalytic subunit of PI3K were substituted with a point mutation (D910A), which is a catalytically inactive form of p110δ (p110δ^D910A^), have been described (Kelly et al., 2007; Kurts et al., 1996; Pircher et al., 1989; Waugh et al., 2009). Mice were produced in the Biological Resource Unit at the University of Dundee in compliance with UK Home Office Animals (Scientific Procedures) Act 1986 guidelines.

### Cell Culture

CD8^+^ T cells were isolated from spleens and/or lymph nodes with an AutoMACs magnetic cell sorter (Miltenyi Biotec). Lymphocytes were suspended in RPMI 1640 plus 10% heat-inactivated fetal calf serum (FCS), penicillin, streptomycin (GIBCO), and 50 μM β-mercaptoethanol (β-ME) (Sigma) and activated for 48 hr in either 0.5 μg/ml CD3 antibody (2C11) or 100 ng/ml LCMV TCR-specific peptide gp33-41, KAVYNFATM. Cells were then washed free of activating agent and thereafter maintained in 20 ng/ml IL-2 at a density of approximately 0.3 × 10^6^/ml at 37°C, 5% CO_2_. 4-hydroxytamoxifen (4OHT, Sigma) was used at 0.6 μM. AktI-1/2 (AktI) (Calbiochem) was used at 1 μM, the p110δ inhibitor IC87114 (made in-house) and LY294002 (Promega) were used at 10 μM. Where indicated cells were cultured in media of defined glucose concentrations with glucose-free RPMI containing L-glutamine (GIBCO) with 10% dialyzed FCS (GIBCO), penicillin, streptomycin, 50 μM β-ME (glucose-free media) plus D(+)glucose (Sigma). *Pdpk1*-deleted CTL were prepared by activating *Pdpk1*^fl/fl^ Tamox*Cre* splenocytes with 2C11 for 2 days and then culturing the cells in IL-2 for 5 days, with 0.6 μM 4OHT being added for the final 72 hr of culture.

### Flow Cytometry

Cells were labeled in RPMI plus 0.5% FCS with Phycoerythrin-conjugated anti-CD62L, Alexa750-conjugated anti-CD4, PerCP.Cy5.5-conjugated anti-TCR Vα2, allophycocyanin-conjugated anti-CD45.2, Horizon V450-conjugated anti-CD45.1, and phycoerythrin.Cy7-conjugated anti-CD8. For FoxoAAA, IFN-γ double-staining cells were stimulated in the presence of 3 μg/ml Golgiplug (BD), fixed and permeabilized as per manufacturer's instructions (eBioscience 00-8222-49, 00-8333-56), and then stained with Alexa488-conjugated anti-GFP (Invitrogen) plus allophycocyanin-conjugated anti-IFN-γ (BD Biosciences). Data were acquired on a FACS Calibur (BD Biosciences) and analyzed with FlowJo software (Treestar). Viable cells were gated according to their forward scatter (FSC) and side scatter (SSC) profiles. GFP^+/−^ cell isolation was performed with a Vantage cell sorter (BD Biosciences).

### Immunoblot Analysis

Cells were lysed on ice in HEPES lysis buffer: 100 mM HEPES (pH 7.4), 150 mM NaCl, 20 mM NaF, 20 mM iodoacetamide, 2 mM EDTA, 1% NP-40, 1 mM phenylmethylsulfonyl fluoride, 1 mM sodium orthovanadate, 40 mM β-glycerophosphate (Sigma), and protease inhibitors (Roche). Lysates were centrifuged (4°C, 1600 × g, 15 min) and then samples separated via sodium dodecyl sulfate 4%–12% polyacrylamide gel electrophoresis and transferred to nitrocellulose membranes. Blots were probed for pT24 Foxo1 + p32Foxo3a; pT308 and total Akt; pT235 + pT236 and total small ribosomal subunit S6; pS389, pS421 + pS424, and total S6K; PKCθ (all Cell Signaling Technologies); pS227 p90RSK (Santa-Cruz Biotechnology); total Foxo3a (made in house); PDK1 (Upstate); or perforin (gift of G. Griffith).

### Glucose and Phenylalanine Uptake

1 × 10^6^ cells were suspended in 500 μl glucose-free media for 10 min. 500 μl glucose-free media containing 1 μCi/ml 2-Deoxy-D-[1-^3^H]glucose ([^3^H] 2DOG) (GE healthcare) was then added and the cells incubated for a further 10 min. Cells were pelleted, washed in PBS, and then lysed in water. Lysate ^3^H content was then measured via liquid scintillation counting. For phenylalanine uptake, the assay was performed essentially as for glucose uptake, except that assays were performed in HBSS, 50 μM β-ME, 1 × MEM vitamins (GIBCO), with 10% dialyzed FCS. [^3^H]Phe (GE Healthcare) was added and cells incubated for 1 hr prior to pelleting.

### Real-Time PCR

RNA was extracted from cells with the RNeasy RNA purification minikit (QIAGEN). Reverse-transcription PCR was performed with qScript cDNA synthesis kit (Quanta). Real-time PCR was performed with iQ SYBR Green detection chemistry (BioRad) on an iCycler (BioRad). Relative mRNA levels of genes of interest were normalized to hypoxanthine guanine phosphoribosyltransferase (HPRT). Primers are detailed in the Supplemental Experimental Procedures.

### ChIP

Real-time PCR-based chromatin immunoprecipitation (ChIP) analysis to measure RNA Pol II binding to the IFN-γ locus was performed described (Cruz-Guilloty et al., 2009) with minor modifications. Chromatin was immunoprecipitated with anti-Pol II (Santa-Cruz Biotechnology) or normal rabbit IgG (Cell Signaling) from 5 × 10^6^ cells in presence of 0.2 mg/ml BSA. ChIP Grade Protein G Magnetic Beads (Cell Signaling) were used to collect the immunocomplexes. Chromatin was purified via a NucleoSpin Extract II kit (Macherey-Nagel) and resuspended in TE buffer. Real-time PCR was performed in a Biorad iQ5 with Perfecta SYBR green FastMix for iQ (Quanta BioSciences). Primers are detailed in the Supplemental Experimental Procedures.

### Retroviral Transduction

The production of FoxoAAA-GFP (Foxo3a T32A S252A S314A) and control retrovirus has been described previously (Waugh et al., 2009). The retroviral infection protocol was performed as described previously (Waugh et al., 2009).

### IFN-γ Quantification

IFN-γ was assayed in culture supernatants with the femto-HS high-sensitivity IFN-γ ELISA kit (eBiosciences).

### Microarray Analysis

Microarray analysis was carried out by the Finnish DNA Microarray Centre at the Centre for Biotechnology, Turku, Finland via 430_2.0 mouse expression arrays (Affymetrix) and the manufacturer's recommended protocol. Statistically significant differences in gene expression were identified with Multiple Experiment Viewer v4.3 (Saeed et al., 2003). Overrepresented gene ontology terms were identified with the NIAID DAVID website (http://www.david.abcc.ncifcrf.gov). Full details are given in Supplemental Experimental Procedures.

### Statistical Analyses

With the exception of the microarray data, statistical analyses were performed with Prism 4.00 for Macintosh (GraphPad). A nonparametric Mann Whitney test was used where the number of experiments performed was not sufficient to prove normal distribution. Statistically significant results (p < 0.05) are indicated by an asterisk.

## Figures and Tables

**Figure 1:**
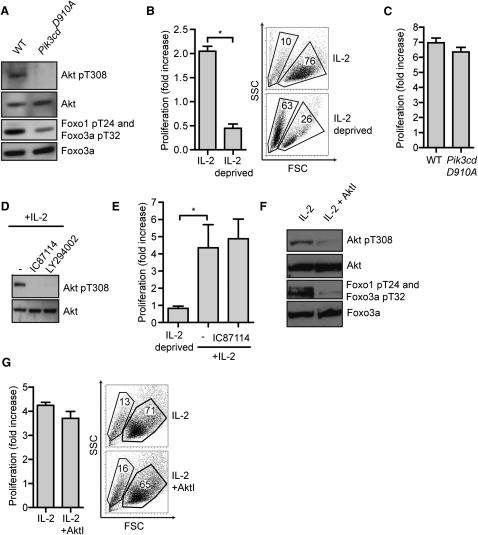
Akt Is Not Necessary for IL-2-Driven Survival or Proliferation in CTL (A) Immunoblot analysis of Akt T308 and Foxo1 T24, Foxo3a T32 phosphorylation in wild-type (C57/BL6) and p110δ^D910A^-expressing (*Pik3cd*^D910A^) splenic T cells activated with 2C11 for 48 hr then cultured in IL-2 for 3 days. (B) Wild-type splenic T cells were activated with 2C11 for 48 hr then cultured in IL-2 for 5 days, with some cells being deprived of IL-2 for the last 24 hr of culture. Data show fold change in cell number over the last 24 hr of culture and the cell FSC and SSC profiles at the end of the experiment. Gates indicate dead (left) and viable (right) cell populations. (C) Splenic T cells from wild-type and p110δ^D910A^-expressing mice (*Pik3cd*^D910A^) were cultured as in (A). Data show fold change in cell number over the last 48 hr of culture. (D) Western blot analysis of Akt T308 phosphorylation in P14 T cells activated with gp33 for 48 hr then cultured in IL-2 for 5 days, with IC87114 or LY294002 being added for the last 48 hr of culture. (E) P14 T cells were activated with gp33 for 48 hr then cultured in IL-2 for 5 days, with IC87114 added for the last 48 hr of culture. Alternatively, IL-2 was removed from the culture for the last 48 hr. Data show fold change in cell number over last 48 hr of culture. (F and G) Wild-type splenic T cells activated with 2C11 for 48 hr cultured in IL-2 for 5 days, with AktI being added for the last 48 hr of culture. Data show (F) immunoblot of Akt T308 and Foxo1 T24, Foxo3a T32 phosphorylations and (G) FSC and SSC profiles of cells at the end of the culture plus fold change in cell number during the last 48 hr of culture. Data are representative of 3 (A, C–F), 7 (B), or 11 (G) experiments; mean ± SEM of biological replicates.

**Figure 2:**
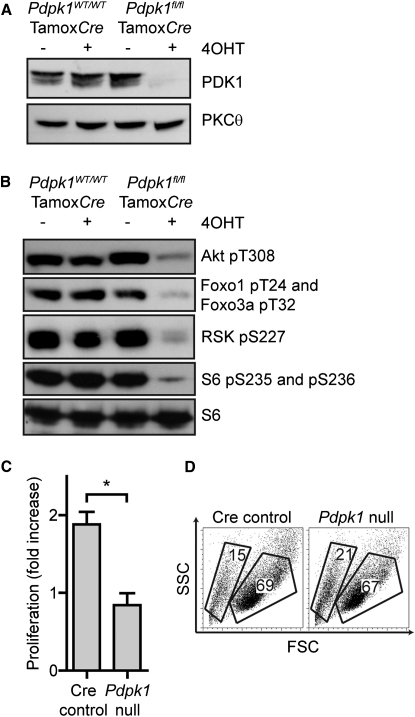
PDK1 Maintains IL-2-Driven Proliferation (A and B) Immunoblot analysis of (A) PDK1 expression and (B) phosphorylation of Akt, Foxo1 and Foxo3a, RSK, and small ribosomal subunit S6 in *Pdpk11^fl/fl /tm9(creEsr1)Arte^* (*Pdpk1^fl/fl^* Tamox*Cre*) and *Pdpk1^+/+/ tm9(creEsr1)Arte^* (*Pdpk1^WT/WT^* Tamox*Cre*) T cells activated with 2C11 for 2 days and then cultured in IL-2 for 5 days, supplemented as indicated with 4OHT for the final 72 hr of culture. (C and D) Fold change in cell number over the last 48 hr of culture (C) and FSC and SSC profiles (D) of 4OHT-treated cells from (A), gates indicate dead (left) and viable (right) cell populations. Data are representative of three (A, B) or five (C, D) experiments; mean ± SEM of biological replicates.

**Figure 3:**
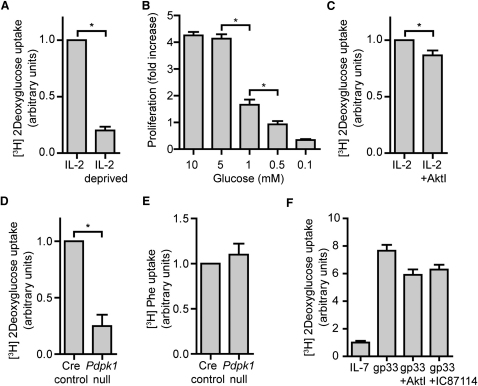
IL-2 and PDK1 but Not Akt Sustain Glucose Uptake in CTL (A) 2-deoxyglucose (2DOG) uptake by wild-type splenic T cells activated with 2C11 for 48 hr and then cultured in IL-2 for 5 days, with some cells being deprived of IL-2 for the last 24 hr of culture. (B) Wild-type splenocytes were activated with 2C11 and IL-2 for 2 days and then cultured in IL-2 in standard media for 72 hr. For the final 48 hr of culture, cells were placed in media containing indicated glucose concentrations and the fold change in cell number assessed. (C) Relative 2DOG uptake in wild-type splenic T cells activated with 2C11 for 48 hr then cultured in IL-2 for an additional 5 days, with 1 μM AktI being added for the last 48 hr of culture. (D and E) Relative 2DOG uptake (D) and phenylalanine uptake (E) by Cre control (*Pdpk1^+/+/ tm9(creEsr1)Arte^* +4OHT) and *Pdpk1*-null (*Pdpk1^fl/fl/ tm9(creEsr1)Arte^* +4OHT) CTL. (F) Naive P14 T cells were maintained in IL-7 or stimulated for 18 hr with gp33 in the presence or absence of AktI or IC87114 and then their ability to take up 2DOG was assayed. Data are representative of 3 (B, D, F), 5 (A), or 11 (C) experiments; mean ± SEM of biological replicates, except (F), representative data from 2 experiments; mean ± SD of technical replicates.

**Figure 4:**
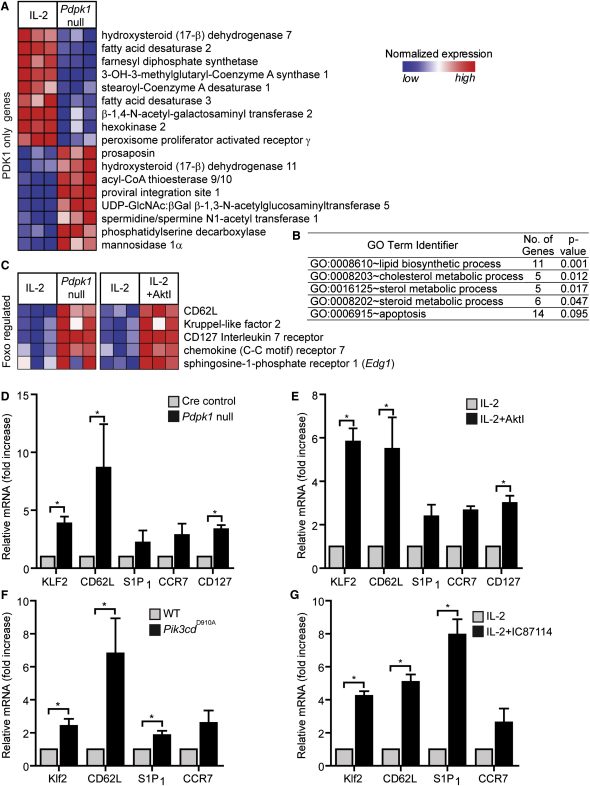
PDK1 and Akt Regulation of the CTL Transcriptional Program *Pdpk1*-null (*Pdpk1^fl/fl/ tm9(creEsr1)Arte^* +4OHT) and Cre control (*Pdpk1^+/+/ tm9(creEsr1)Arte^* +4OHT) CTL were generated and their transcriptional profiles compared via microarray. Analysis was performed with cells from three age- and sex-matched mice for each genotype. In a separate experiment, three wild-type (C57/BL6) age- and sex-matched mice were used to generate CTL by activating wild-type splenocytes with 2C11 for 48 hr with IL-2 then culturing the cells in IL-2 for a further 5 days, with 1 μM AktI being added to half of each culture for the last 48 hr. Comparison of the transcriptional profile in control versus AktI-treated cells was then performed by microarray. (A) Heat map showing the relative normalized expression of selected genes changing in expression after *Pdpk1* loss but not Akt inhibition. (B) Gene ontology analysis of genes changing in expression after *Pdpk1* loss but not Akt inhibition. (C) Heat maps showing the relative normalized expression of Foxo-regulated genes that are significantly different in expression between untreated and AktI-treated CTL and between Cre control and *Pdpk1*-null CTL. (D–G) Real-time PCR measurements of relative gene expression levels in (D) Cre control versus *Pdpk1*-null CTL, (E) untreated versus 48 hr AktI-treated wild-type CTL, (F) wild-type versus PI3K p110δ^D910A^-expressing CTL (*Pik3cd*^D910A^), and (G) untreated versus 48 hr IC87114-treated CTL. Data representative of a minimum of three experiments; mean ± SEM of biological replicates.

**Figure 5:**
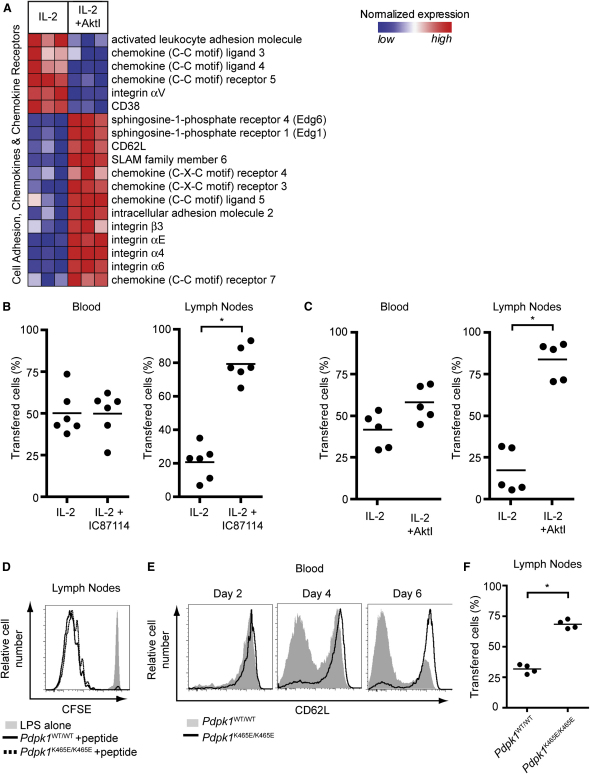
Suppression of PI3K p110δ and Akt Reprograms Lymph Node Homing of CTL (A) Heat map showing the relative normalized expression of selected genes that are significantly different in expression between untreated and AktI-treated CTL, as determined by microarray. (B) Lymph node P14 T cells were activated for 2 days with cognate peptide and then cultured for 5 days in IL-2, with IC87114 being added to half of each culture for the last 48 hr. Cells were then labeled with carboxyfluorescein succinimidyl ester (CFSE) or 5-(and-6) (((4chloromethyl)benzoyl) amino) tetramethylrhodamine (CMTMR) and mixed at a ratio of 1:1 before being injected into C57/BL6 host mice. Values indicate recovery of inhibitor-treated or untreated cells as a percentage of the total recovered transferred cells from the blood and lymph nodes 18 hr after transfer. Each dot indicates a mouse; horizontal bars indicate mean. (C) As for (B) with cells being treated with AktI rather than IC87114 for the last 48 hr of culture. (D–F) CD8^+^ T cells expressing Vα2Vβ5 TCR were purified from *Pdpk1^WT/WT^* OT1 (CD45.1^+/+^) and *Pdpk1^K465E/K465E^* OT1 (CD45.1^+^ CD45.2^+^) mice, mixed at a 1:1 ratio, and stained with CFSE. 5 × 10^6^ mixed T cells were injected into the tail vein of C57/BL6 mice (CD45.2^+/+^). 24 hr later the host mice were injected intraperitoneally with either 25 mg LPS or LPS plus 40 mg of SIINFEKL peptide. The ratio of *Pdpk1^WT/WT^* OT1 and *Pdpk1^K465E/K465E^* OT1 donor cells in lymph nodes and proliferation (CFSE dilution) was analyzed after 6 days, with CD62L expression assayed after 2, 4, and 6 days.

**Figure 6:**
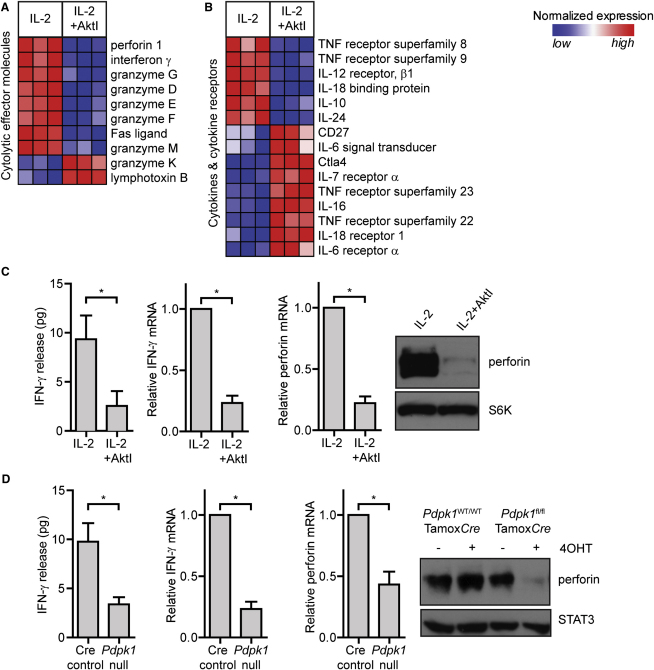
Suppression of PI3K p110δ and Akt Alters the Expression of Key CTL Effector Molecules (A and B) Heat maps showing the relative normalized expression of selected genes that are significantly different in expression between untreated and AktI-treated CTL, as determined by microarray. (C) Wild-type splenocytes were activated with 2C11 for 48 hr with IL-2 and then cultured in IL-2 for a further 5 days, with half the cells being placed in AktI for the last 48 hr of culture. Shown is IFN-γ release by 1 million cells in 6 hr, relative IFN-γ mRNA content, immunoblot analysis of total perforin protein content, and perforin mRNA content of cells cultured with and without AktI. (D) *Pdpk1*-null (*Pdpk1^fl/fl/ tm9(creEsr1)Arte^* +4OHT) and Cre control (*Pdpk1^+/+/ tm9(creEsr1)Arte^* +4OHT) CTL were generated. Shown are IFN-γ release by 1 million cells in 6 hr, relative IFN-γ mRNA content, immunoblot analysis of total perforin protein content, and perforin mRNA content of Cre control versus *Pdpk1*-null CTL. Data representative of a minimum of three experiments; mean ± SEM of biological replicates.

**Figure 7:**
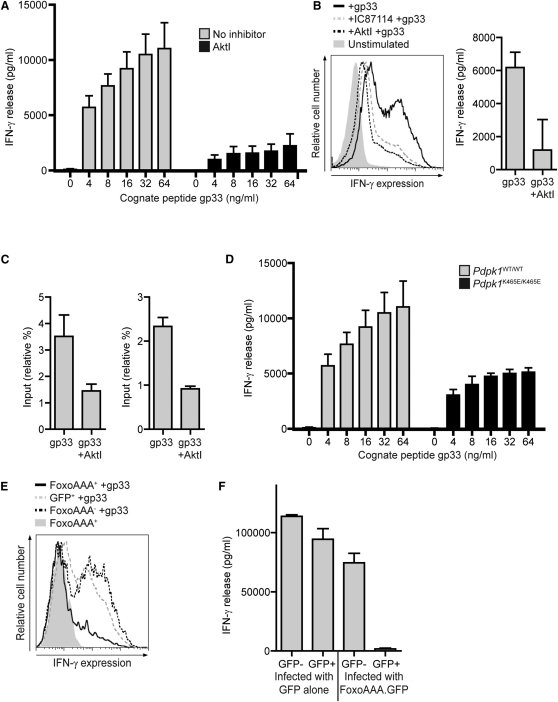
PDK1 Controls Antigen Receptor-Driven IFN-γ Expression via a Foxo-Mediated Mechanism (A) Naive P14 lymph node T cells were stimulated for 4 hr with LCMV peptide gp33 in the presence or absence of AktI and the IFN-γ produced assayed by ELISA. (B) P14 T cells were activated for 48 hr with gp33 and then cultured for 3 days in IL-2. Left: Cells were then stimulated for 4 hr with 100 ng/ml gp33 in the presence of AktI or IC87114 and IFN-γ production assayed by flow cytometry. Right: Alternatively, cells were stimulated for 4 hr with 125 ng/ml gp33 in the presence of AktI and IFN-γ production assayed by ELISA. (C) P14 T cells were activated for 48 hr with gp33 and then cultured for 3 days in IL-2. Cells were stimulated for 3 hr with 62.5 ng/ml gp33 in the presence or absence of AktI. ChIP was performed with anti-PolII, and the changes in PolII binding to (left) the IFN-γ-proximal promoter region and (right) the IFN-γ fourth exon were quantified by real-time PCR. Data are normalized to input DNA amounts and plotted as fold over the values for PolII binding to the HPRT-proximal promoter. (D) P14 TCR transgenic T cells from lymph nodes of *Pdpk1^WT/WT^* and *Pdpk1^K465E/K465E^* P14 transgenic mice were activated for 48 hr with gp33 and then cultured for 3 days in IL-2. Cells were then stimulated for 4 hr with gp33 and IFN-γ produced assayed by ELISA. (E and F) P14 T cells were activated for 24 hr with gp33 and then spinfected with retrovirus encoding either GFP or GFP-tagged Foxo3a T32A S252A S314A (FoxAAA). Three days after infection, cells were (E) stimulated for 4 hr with 100 ng/ml gp33 in the presence or absence of AktI or IC87114 and then stained for intracellular IFN-γ or (F) sorted into GFP^+/−^ populations, cultured for a further 24 hr, and then stimulated for 4 hr with 100 ng/ml gp33 and IFN-γ production assayed by ELISA. Data are representative of a minimum of two (E, F) or three (A–C, D) experiments; mean ± SEM of biological replicates.

# Supplementary material for: Protein Kinase B Controls Transcriptional Programs that Direct Cytotoxic T Cell Fate but Is Dispensable for T Cell Metabolism
**Source:** Immunity. 2011 Feb 25;34(2):224–36. doi: 10.1016/j.immuni.2011.01.012
**Supplement:** Document S1. Supplemental Experimental Procedures and One Figure

## **Supplemental Information**

### **Protein Kinase B Controls Transcriptional Programs that Direct Cytotoxic T Cell Fate but Is Dispensable for T Cell Metabolism**

Andrew N. Macintyre, David Finlay, Gavin Preston, Linda V. Sinclair, Caryll M. Waugh, Peter Tamas, Carmen Feijoo, Klaus Okkenhaug, and Doreen A. Cantrell

#### **Supplemental Experimental Procedures**

##### **rtPCR primers:**

CD127: 5'CAATGCCCTCCACTCCTTTC3' and 5'GGTGACATACGCTTCTTCTTGATT3', CCR7: 5'CAGGCTTCCTGTGTGATTTCTACA3' and 5'ACCACCAGCACGTTTTTCCT3', CD62L: 5'ACGGGCCCCAGTGTCAGTATGTG3' and 5'TGAGAAATGCCAGCCCCGAGAA3', perforin: 5'CGTCTTGGTGGGACTTCAG3' and 5'GCATTCTGACCGAGGGCAG3', IFN $\gamma$ : 5'TTACTGCCACGGCACAGTC3' and 5'AGATAATCTGGCTCTGCAGG3', S1P1: 5'GTGTAGACCCAGAGTCCTGCG3' and 5'AGCTTTTCCTTGGCTGGAGAG3', Klf2: 5'TGTGAGAAATGCCTTTGAGTTTACTG3' and 5'CCCTTATAGAAATACAATCGGTCATAGTC3', HPRT: 5'TGATCAGTCAACGGGGGACA3' and 5'TTCGAGAGGTCCTTTTCACCA3'

##### **ChIP Primers**

Primers: IFN $\gamma$  proximal promoter: 5'ACTCTAACATGCCACAAAACCATAG3' and 5'CTTCCAGTTTTATACCTGATCGAAG3'; IFN $\gamma$  4th exon: 5'CAAGCATTCAATGAGCTCATC3' and 5'CTTATTGGGACAATCTCTTCC3';

HPRT proximal promoter: 5'GCGTTTCTGAGCCATTGCTG3' and 5'GCTCCGGAAAGCAGTGAG-3' were used as the normalizing standard. Primers directed to the  $\beta$ -Globin locus were used as negative control: 5'TCTGATGGGGCACCTCCTGGGT3' and 5'CCATCAACATAACTGTAGAGC3'.

### **Microarray Analysis**

RNA was extracted as described. RNA was processed and hybridized to GeneChip mouse genome 430\_2.0 array (Affymetrix) at 45°C overnight using the manufacturer's protocol. Arrays were washed and stained using a GeneChip fluidics station 450 (Affymetrix) and then scanned using a GeneChip scanner 3000 7G (Affymetrix). Microarray data are deposited in the GEO database, accession number GSE26290. Data was normalized using the Affymetrix Expression Console v1.1 (Affymetrix) implementation of the robust multichip averaging algorithm and then analyzed further in Multiple Experiment Viewer v4.3 (Saeed et al., 2003). Statistically significant differences in gene expression were identified using the SAM algorithm (Tusher et al., 2001), identifying genes changing  $\geq 1.5$  fold with a 90th percentile false discovery rate set to 5%. Gene ontology (GO) terms over-represented in the list of statistically significant gene changes were identified using the NIAID DAVID website ([david.abcc.ncifcrf.gov](http://david.abcc.ncifcrf.gov)). Over-represented 5th level GO terms describing 'biological process' annotation were identified using an EASE score cut-off  $p < 0.1$ . Terms represented by  $< 5$  genes in the changed gene list were excluded from the analysis. Heatmaps of relative normalized expression data were generated using the GenePattern Software suite ([genepattern.org](http://genepattern.org)).

## **Flow cytometry analysis of S6 phosphorylation**

Intracellular phosphorylation of small ribosomal subunit S6 on T235/236 was performed as previously described (Hinton et al., 2006).

## **References**

- Hinton, H.J., Clarke, R.G., and Cantrell, D.A. (2006). Antigen receptor regulation of phosphoinositide-dependent kinase 1 pathways during thymocyte development. *FEBS Lett* 580, 5845-5850.
- Saeed, A.I., Sharov, V., White, J., Li, J., Liang, W., Bhagabati, N., Braisted, J., Klapa, M., Currier, T., Thiagarajan, M., *et al.* (2003). TM4: a free, open-source system for microarray data management and analysis. *Biotechniques* 34, 374-378.
- Tusher, V.G., Tibshirani, R., and Chu, G. (2001). Significance analysis of microarrays applied to the ionizing radiation response. *Proc Natl Acad Sci U S A* 98, 5116-5121.

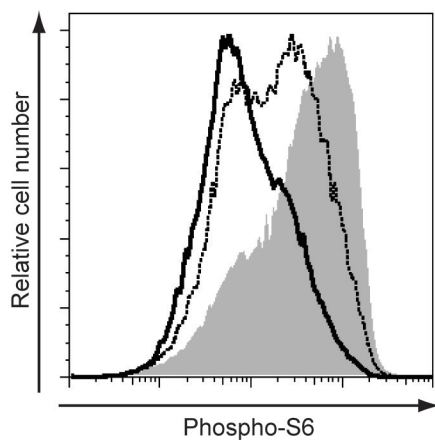

■ IL-2  
 — +Rapamycin  
 ··· +Aktl

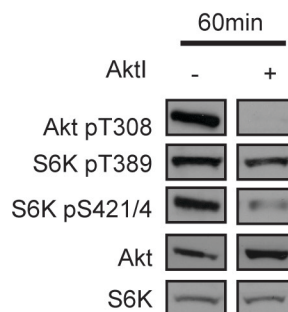

Supplementary Fig S1. Inhibition of Akt only weakly suppresses the phosphorylation of S6 and S6K1. Splenic T-cells from wild-type mice (C57/BL6) were stimulated with 0.5 $\mu$ g/ml CD3 antibody plus 20ng/ml IL-2 for 48 hr. Cells were then cultured for 4 days with 20ng/ml IL-2. Cells were treated with 20nM rapamycin or 1mM Aktl for 60min and then either fixed and permeabilised for intracellular phospho-S6 analysis by flow cytometry or lysed and analysed by western blot techniques.

How the deposited data were processed for this re-analysis (not part of the article)

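Gene expression was measured in CTL on 12 Affymetrix mouse arrays, 3 per group: Cre control and Pdpk1-null CTL, and, in a separate experiment, wild-type CTL in IL-2 alone and in IL-2 with AktI. The authors made the deposited log2 signals by robust multichip averaging in Affymetrix Expression Console 1.1, as they state, and the signals were used as deposited. The median per array differs between the experiments and not within them, so the signals were taken as normalized separately, and effects, not levels, were compared between experiments; genes of the sex chromosomes were read by rank or against the background of each experiment. Of 45101 probe sets, 64 are controls and 45037 were tested. Of the tested ones, 34945 name 1 gene, 932 name several and 9160 name none. Each of 18193 genes was represented by the probe set with the highest mean over the 12 arrays among those that name it alone, and 9010 of these genes have more than 1 such probe set. With 3 arrays per group, precision is limited by the number of arrays; a permutation of 3 against 3 arrays gives a smallest p of 0.1, so the adjusted p-values are those of limma.

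Calculations were made in R 4.3.3 with limma 3.58.1. Each comparison was fitted with lmFit and eBayes on its own 6 arrays with no covariate, p-values were adjusted by Benjamini-Hochberg over the tested probe sets, and a change passed at an adjusted p under 0.05 and at least 1.5-fold. The difference of the effects is the interaction in a model of the 4 group means on all 12 arrays. Shared genes were tested with Fisher's exact test, two-sided, per direction. Gene lists (29 own lists and 6 lists of the study's genes) were counted over all probe sets and adjusted over the list alone, and the own lists were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg over the 29 lists; camera with an estimated correlation and fry were run beside it. Camera on the difference of the effects was added after the data had been seen. The own lists were written from general knowledge after the paper and its Tables S1 to S3 had been read, so some members had been seen in those tables. Several own lists also hold genes of the study's figures, which were chosen on these arrays. Their counts and tests are not independent evidence. The background level is the 95th percentile of the means of 80 probe sets of olfactory and vomeronasal receptors, and a gene counts as expressed when 1 group mean is above it. Counts of expressed genes and the share of probe sets per array use 1 level over both experiments (log2 signal 4.65). The statements on single genes, and the tests of immunoglobulin transcripts and of markers of other cells, use the level of the experiment itself (4.45 for Pdpk1, 4.99 for Akt). The use of a level for each experiment was chosen after the data were seen. The genes nearest to Pdpk1 are up to 200 measured genes on each side; 127 lie on one side before the end of the chromosome and 200 on the other.

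The genes named were picked by a rule set in advance. It takes Pdpk1 and the genes the paper names in its microarray text and figures. It also takes Akt1, Akt2, Gzma, Gzmb, Hk1, Hk3, Slc2a1 and Slc2a3, picked here for general terms of the paper's text. In each comparison it takes the 10 largest rises and the 10 largest falls among genes that passed and whose groups do not overlap. It takes the same numbers by the Pdpk1 effect among genes that passed after deletion and whose difference passed. From each list it takes the 4 members that passed with the largest change, or the 2 largest changes where none passed. Not all genes picked are given with values in the text. The paper's method, SAM with the 90th percentile of falsely called probe sets at 5%, was written anew in R over the 20 relabellings of 6 arrays. An interpolated 90th percentile, run first, gave 1 gene after Pdpk1 deletion and 20 with AktI; after these counts had been seen, the 18th of the 20 relabellings was taken as the percentile. Paired SAM has 8 sign flips and passed 0 genes. The other alternatives were limma with trend and robust settings, quantile normalization, arrays shifted to the same median, dim probe sets left out, no fold minimum and a 2-fold minimum, the mean of all probe sets of a gene, any probe set of a gene, 1 model over all arrays, a replicate block, and leaving out each array in turn. The block pairs arrays of equal replicate number. For AktI, the paper states that the inhibitor was given to part of each culture, and array pairs with the same number correlated, after the group means were removed, with r from 0.0343 to 0.17, against -0.102 to 0.0383 for other pairs. For Pdpk1 the replicates share only a number (-0.011 to 0.0496 against -0.074 to 0.041).

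On simulated data made from the arrays, limma recovered 79.1%, 97% and 100% of changes of 1.75-fold, 2.5-fold and 4-fold in the Pdpk1 comparison and 76.1%, 95.5% and 100% in the AktI comparison, with 2 and 1 false calls. SAM recovered 68.7%, 89.6% and 100%, and 73.1%, 92.5% and 100%. The test of the difference recovered 71.6%, 95.5% and 100% of changes placed in the Pdpk1 comparison, with 8 false calls. Camera found a simulated shift of the cholesterol list (adjusted p = 4.05e-56) and 1 list that had not been shifted. This simulated shift does not test whether the preset correlation of 0.01 holds for the real lists. After Pdpk1 deletion the estimated correlation was 0.37 for the cholesterol list, 0.665 for type I interferon and 0.781 for cell cycle and DNA replication. The pattern that picks immunoglobulin probe sets first took in other genes with similar names (15 of 25 probe sets lower with AktI in all 3 mice); it was corrected after that result had been seen, to 14 of 20. The quantitative PCR, flow cytometry, immunoblot and metabolic measurements of the paper were not analysed here, nor was L-selectin, for which no probe set that names 1 gene was used.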

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

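The tests of strain DNA, of B lineage cells, of all other cells, of a weaker response and of the sex of the mice were chosen after the results were seen; the tests of sequence differences, of a signal through Akt, of saturation and of other splits were not. A signal that the paper does not discuss was found for 5 values, and 6 others are differences between the effects of Pdpk1 deletion and AktI that passed the test of the difference. Wls, which the paper lists and does not discuss, rose by 6.10 on the log2 scale after Pdpk1 deletion, from a Cre control signal below background, so the size is not exact. Genes whose effects differ number 95, among them Ctla4 (difference -1.96), Selp (-2.77), Gzmd (1.85), Gzme (1.97) and Gzmg (1.97), where a negative value is the larger rise with AktI. In the Pdpk1 experiment both signals of Selp are below background, and saturated probe sets could hide a fall of these granzymes. The sizes for Selp and the granzymes are therefore not exact.

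Of the 327 genes nearest to Pdpk1, 5.51% changed after Pdpk1 deletion, more than elsewhere. The share was 4.26 times that of other genes after deletion (2.33 for the whole chromosome, 3.34 without Pdpk1-null replicate 2 and 7.54 to 9.84 without 1 other array) and 0.594 times with AktI, where no floxed allele is involved, so DNA of another strain carried with the floxed allele is a candidate explanation, found and tested on the same data. A signal through Akt is argued against, since 0 of the 18 genes also changed with AktI, against 137 of 229 elsewhere (Fisher's exact test, two-sided, p = 2.06e-07; 0 is by limma, as counted in the AktI comparison). Under the 1.5-fold minimum, Zfp52 (-0.443, limma adjusted p = 0.0182) and Crebrf (0.448, 0.045) moved the same way with AktI. Zfp945 went the opposite way (0.576, limma adjusted p = 0.0166). It passed as higher with AktI without IL-2 replicate 2, AktI replicate 2 or AktI replicate 3 (0.02 to 0.0397). Sequence differences under the probes stay open: another probe set was flat for 7 of 11 genes near Pdpk1 and 60 of 141 elsewhere (63.6%, 95% interval 30.8% to 89.1%, and 42.6%, 34.3% to 51.2%; Fisher's exact test, two-sided, p = 0.215). Gfer, counted as lower near Pdpk1 by its brightest probe set (-0.845), had 1.113 by another probe set after deletion. The paper's Table S1 holds Gfer in both directions (1.117 and -0.845), so its direction is not settled. An effect of PDK1 itself on the genes near Pdpk1 was not tested.

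Jchain, the joining chain of plasma cell antibodies, had a log2 fold change of -1.70 with AktI (standard error 0.603, limma adjusted p = 0.178, and 0.0004 with the replicate block). Of 20 immunoglobulin and J chain probe sets above the background of the Akt experiment (log2 signal 4.99), 14 were lower with AktI in all 3 mice (70%, against 25.9% of other probe sets, a ratio of 2.70; Fisher's exact test, two-sided, p = 4.64e-05), with a median of -0.34. Several of these probe sets name the same gene, such as Ighm, Igha and Igk, and all were measured in the same 3 mice. They are not independent of each other, so this p-value overstates the evidence. Fewer B lineage cells, or less of their RNA, cannot be told apart from an effect of AktI on these transcripts, because the arrays measure the whole culture. A lower share of all cells other than T cells stays open too: the median of 17 markers was -0.08, at percentile 5.42 of 10000 random lists, with members from Cd68 (-1.30) to Cd79b (0.34, adjusted p = 0.0721), of which 4 fell and none passed as higher, so the median decides nothing. The paper's methods name a magnetic sort of CD8+ T cells, which would remove such cells, while the legend of its Figure 4 names splenocytes for these cultures.

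The type I interferon list had a median of -0.56 with AktI, and its values are given with the other observations. Xist, which is transcribed in female cells, ranked at percentile 96.9 or above on the arrays of the Pdpk1 experiment and at 40.5 or below on those of the Akt experiment, so the mice of the experiments differed in sex.

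Granzymes D, E, F and G fell with AktI and did not pass after Pdpk1 deletion. A weaker response overall in Pdpk1-null cells stays open: from the slope of 0.513 over the 461 genes that changed with AktI, a mean of -1.09 would follow, and -0.37 (standard error 0.179) was measured, 4.05 standard errors away, but saturated probe sets can fix that value, so the test is void. Saturated probe sets in the Pdpk1 experiment may hide a fall, since 4 of the 4 granzymes rank higher on the Cre control than on the IL-2 arrays. Of 216 probe sets as bright on Cre control arrays, 0 passed after deletion by limma, with changes from -0.61 to 0.23. The 216 include the granzymes themselves, with Gzmf at -0.61. Of all 45037 probe sets tested, 332 rose and 127 fell after deletion, so the count of 0 decides little. On the IL-2 arrays, 6 of 401 probe sets at a log2 signal of 12.7 or above fell with AktI. The sex of the mice differs in the same way as the experiments (Xist, percentile 96.9 at the lowest), so its part cannot be told apart from that of the experiment; deletion against an inhibitor was not tested as an explanation.

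In the 10 splits of 6 arrays per comparison, the real split alone gave as many genes (1 split): 248 genes after Pdpk1 deletion, where the highest other split gave 0, and 461 with AktI, where it gave 0; the splits are too few for a share under 0.05. For AktI, of the 4 splits that part all 3 pairs, the real one gave 487 genes under the block and the highest other 0. Of 100 pairs of splits, 1 gave as many shared genes (137, highest other 0); since the other splits call 0 genes in either comparison, they can share none, and the pairs decide nothing beyond the 10 splits. For the 95 genes whose effects differ, 5 of 100 pairs gave as many, with 575 at the highest, so chance is not excluded by this count. The 4 other pairs keep the real AktI split with another split of the Pdpk1 arrays, so the 575 genes point to a structure of the samples, the AktI effect itself; of the 81 pairs with neither real split, the highest gave 0. For the number of lists that shift, 1 of 10 splits gave as many as the real one after Pdpk1 deletion (13, highest other 9) and 2 of 10 with AktI (8, highest other 8), again too few splits for a share under 0.05.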

How the results depend on the processing

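The SAM rule used (18th of 20 relabellings; the interpolated SAM percentile was run first), the SAM median, the count of any probe set, the count without genes of other cells, and all alternatives for the genes whose effects differ and for the number of shifted lists without 1 array, and leaving out 1 array for the correlation, the calls near Pdpk1 and the genes expressed, were chosen after the data were seen. The background level of each experiment was also chosen after the data were seen. Of the 77 named genes that changed after Pdpk1 deletion, 21 passed under every alternative and 58 under all but the 2-fold minimum and leaving out an array; with AktI these were 46 and 72 of 90. The counts of 248 and 461 genes stayed within 1.5 times under trend and robust settings (276 for Pdpk1), quantile normalization (242), SAM (278 and 494), 1 model (309 for Pdpk1) and the mean of probe sets (207 for Pdpk1). Without a fold minimum the counts were 432 after Pdpk1 deletion, 1199 with AktI, 235 in both, 193 after Pdpk1 deletion and not with AktI, and 137 list members with AktI. With a 2-fold minimum they were 76, 151, 37 and 39, 38 genes whose effects differ, and 15 (Pdpk1) and 46 (AktI) list members; these changes follow from the thresholds. With the interpolated SAM percentile they were 1 and 20. Of the 111 genes after Pdpk1 deletion and not with AktI, 30 differed by test and 55 had an AktI fold under 1.2. Without dim genes the correlation of the effects was 0.569; with a mean above 7 or 8, 7808 or 5899 genes counted as expressed; with an estimated correlation, 0 lists shifted after Pdpk1 deletion and 0 with AktI (13 and 8 at the preset correlation). For those changes the cause was not tested. Fry passed 11 and 12 lists, but it tests a list against no change and not against the other genes, so its counts answer another question.

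Leaving out 1 array, which leaves 2 in a group, gave 98 to 328 genes after Pdpk1 deletion (lowest without Cre control replicate 2), 48 to 165 in both, 45 to 163 after Pdpk1 deletion and not with AktI, 53 to 124 whose effects differ, a correlation of 0.464 to 0.558, 17 to 48 list members after Pdpk1 deletion, and 7 to 13 lists that shift with AktI (13 without AktI replicate 3). The shift of cell cycle and DNA replication, Pdpk1 deletion, had adjusted p from 3.57e-07 to 0.665, and it reversed without Pdpk1-null replicate 2 (0.665). Beside that reversal, 3 calls of list shifts after Pdpk1 deletion and 2 with AktI were lost over all arrays left out in turn. In the same runs 3 and 9 calls were gained. With the mean of probe sets, 2 list shifts after Pdpk1 deletion were lost. Of the named calls after Pdpk1 deletion, 46 ended without 1 array and 31 did not; with AktI, 14 and 76. With fewer arrays the tests have less power; beyond that, the cause was not tested.

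With the replicate block the counts were 257 after Pdpk1 deletion and 487 with AktI. With AktI, paired by mouse, Jchain (0.0004), Gpr15 (0.0012) and Trib3 (0.0472) passed and Rtp4 (0.075) did not, and the inhibitory receptor list shifted (0.0447, and 0.427 with an estimated correlation); no other call of a named gene with AktI changed. After Pdpk1 deletion, where the replicates share only a number, Aqp3 (0.0336), Cd27 (0.00902), Gzmk (0.00341), Itga4 (0.0372), Prf1 (0.0431), S1pr1 (0.0423), Tnfrsf8 (0.0168) and the myeloid list (0.0449, and 0.36 with an estimated correlation) passed, and Ccl5 (0.0775), Cxcr4 (0.0679), Itgav (0.0549), Klre1 (0.0786), Ms4a6d (0.0594), Sat1 (0.0593) and Scd1 (0.0781) did not, while no other call of a named gene changed. The cause was not tested.

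Signals near background limit small changes: 49.2% to 57.7% of probe sets per array are above it. Probe sets at the top of the scale limit what can be seen of the brightest genes.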

Differences from the paper's values

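Each value of the paper is compared with the main value here, and the alternatives were set before the data were examined, apart from the reading of the SAM percentile. A log2 fold change differs when its sign does or when it is off by more than the larger replicate SD of the 2 groups, and a percent when it is off by more than 1.5 times. The paper's text gives 3% to 4% (the paper's values) of about 9400 expressed genes as higher after PDK1 loss or Akt inhibition, without a value for each. Here 12879 genes count as expressed, and 1.41% of them were higher after Pdpk1 deletion, which differs from the low end, and 2.11% with AktI, which differs from the high end and not from the low end. These shares depend on the count of expressed genes, which was 9657 with a mean above 6, the closest to the paper's count. The paper's Tables S1 and S2 hold 230 and 331 annotated entries that are higher. For Pdpk1 deletion the values do not differ from the low end with a mean above 7 (2.01%) or 8 (2.19%) or without a fold minimum (2.31%), and they differ under the other alternatives (0.567% to 1.89% without 1 array). For AktI the value also differs from the low end with a 2-fold minimum (0.722%), the mean of probe sets (1.72%), and without AktI replicate 1 (1.96%) or 2 (1.93%) or IL-2 replicate 3 (1.80%). For Pim1 after Pdpk1 deletion the paper's log2 fold change is 1.93 and the value here 0.31, and all alternatives differ (1.12 with the mean of probe sets), while another probe set gives 1.93. For Tnfrsf22 after Pdpk1 deletion the paper's value is 1.37 and the value here 1.05, and all alternatives differ; other probe sets give 1.21 and 1.17. For Itgav with AktI the paper's value is -1.13 and the value here -0.89; the values do not differ without IL-2 replicate 2 (-0.98) and differ under the other alternatives, and another probe set gives -1.13. For Itga6 with AktI the paper's value is 1.02 and the value here 0.91; they do not differ with the mean of probe sets (0.97) or without IL-2 replicate 1 (0.95), AktI replicate 1 (0.93) or AktI replicate 3 (0.94), and differ under the others, and another probe set gives 1.02. For Il6ra with AktI the paper's value is 0.81 and the value here 0.069, and all alternatives differ, while another probe set gives 0.80 (limma adjusted p = 0.00657). The signal of that probe set in IL-2 alone (4.94) is just below background, so its size is not exact. The other probe sets were looked up after the values were seen.

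Of 37 study genes in the paper's table for Pdpk1 deletion, 2 differ, and of 46 in that for AktI, 3 differ; all 37 and 46 have the same sign here. The paper's text gives lower mRNA with AktI for the β chains of the IL-12 receptor; Il12rb1 was lower here (-1.10) and Il12rb2 had -0.30 (adjusted p = 0.302). The paper's Figure 4A groups 17 genes as regulated after PDK1 loss and not with AktI; here B3gnt5 and B4galnt2 passed in both comparisons, Man1a with AktI only (0.94; after Pdpk1 deletion another probe set passed, 0.63, limma adjusted p = 0.0355), Pim1 (0.31) and Pisd in neither. The paper's own Tables S1 and S2 both hold B3gnt5, B4galnt2 and Man1a, and its Table S3 holds none of them. Pisd is in none of Tables S1 to S3. For these genes the figure thus differs from the paper's own tables too. Man1a passed after Pdpk1 deletion with trend and robust settings (0.018), dim probe sets left out (0.0298), SAM, 1 model over all arrays (0.0141), the mean of probe sets (0.0311) and without Pdpk1-null replicate 2 (0.0195), and Pim1 with the mean of probe sets. Of the genes of the paper's Table S3, 136 could be matched: 82 passed after Pdpk1 deletion and not with AktI here, 6 passed in both and 48 did not pass after Pdpk1 deletion. For 23 of the 136 the difference of the effects passed. Of 291 matched entries of the paper's Table S1, 281 lie within 0.1 on the log2 scale of a probe set here. By the brightest probe set, 206 of the 291 passed in the same direction. For Table S2 these were 513 and 395 of 518. S1pr1, which the paper names as regained, rose with AktI and did not pass after Pdpk1 deletion (0.66, adjusted p = 0.439), and passed there with the replicate block (0.0423). The paper's quantitative PCR of these changes (Figures 4D and 4E) was not analysed here.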

Other observations

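Several type I interferon response genes fell with AktI. Of 29 genes, 28 had a lower mean with AktI, 9 fell and 0 rose by limma (19 and 0 at an unadjusted p under 0.05; 12 and 0 by SAM and adjusted over the list alone), and the list was lower as a group (camera, adjusted p = 2.67e-11, adjusted p = 0.464 with an estimated correlation). After Pdpk1 deletion 0 passed (2 lower and 0 higher unadjusted; 0 by SAM and over the list alone; adjusted p = 0.687), and the shifts differed (adjusted p = 3.81e-12, adjusted p = 0.412 with an estimated correlation). Usp18, a brake on interferon signals, had -1.50 (standard error 0.243, adjusted p = 0.00991; adjusted p of the difference = 0.192), Isg20, an RNA exonuclease, -1.33 (adjusted p = 0.000408; 0.0379), Mx1, an antiviral GTPase, -1.22 (adjusted p = 0.00201; 0.312) and Rtp4 -0.98 (adjusted p = 0.0474, and 0.075 with the replicate block; 0.416). The call of Rtp4 ended without any array but IL-2 replicate 3 (adjusted p from 0.0898 to 0.146). On the same arrays the markers Cd68, Mcpt8, Bank1 and Mpeg1 of other cells also fell.

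Of 17 inhibitory receptors and genes of chronic activation, 2 rose and 7 fell with AktI (3 and 8 when adjusted over the list alone), and 2 rose and 0 fell after deletion by limma (2 higher and 7 lower at an unadjusted p under 0.05; 2 and 2 over the list alone; 2 and 0 by SAM). The receptor Havcr2 had -1.44 with AktI (standard error 0.205, adjusted p = 0.00552; adjusted p of the difference = 0.359), the transcription factor Maf -1.51 (standard error 0.203, adjusted p = 0.00416; 0.0208), and the receptor Lag3 rose by 0.99 after deletion and 0.74 with AktI. The list did not shift with AktI (camera, adjusted p = 0.0518, and 0.0447 with the replicate block; adjusted p = 0.464 and 0.427 with an estimated correlation) or after deletion (0.341). The calls of Lag3 ended after deletion without Cre control replicate 2 or Pdpk1-null replicate 1 or 3 (0.0508 to 0.0625) and with AktI without IL-2 replicate 1 or 2 (0.053 to 0.0559). Of 22 immediate early genes, 2 rose and 4 fell with AktI (the same over the list alone), and 0 passed after deletion by limma (5 higher and 5 lower at an unadjusted p under 0.05; 0 higher and 1 lower over the list alone; 0 by SAM). Egr1, a factor induced by antigen receptor signals, had -1.33 with AktI (standard error 0.116, adjusted p = 0.000538), 1.53 below its effect after deletion (adjusted p of the difference = 0.0134), Nr4a3 -1.17 (adjusted p = 0.00322; 0.537), Fosl2 -1.04 (adjusted p = 0.00134; 0.0692) and Zfp36 0.70 (adjusted p = 0.016; 0.651). Camera gave adjusted p = 0.611 after deletion and 0.11 with AktI, and 0.022 for the difference (adjusted p = 0.561 with an estimated correlation). Nr4a3 passed after deletion without Pdpk1-null replicate 2 (0.0378), and the call of Zfp36 ended without AktI replicate 1 or 2 or IL-2 replicate 3. Of 16 ribosomal protein genes, 0 passed by limma, SAM or over the list alone (after deletion 0 and with AktI 1 higher and 0 lower at an unadjusted p under 0.05; camera, adjusted p = 0.341 and 0.0837); Rps9 had 0.08 and 0.08.

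Markers of cell types were counted to look for RNA of other cells, with counts by limma, and at an unadjusted p under 0.05 and by SAM where a count is 0. Of 14 B cell and plasma cell markers, 0 passed after deletion (2 higher, 0 lower; 0 by SAM; camera, adjusted p = 0.188) and 1 fell with AktI (0 higher, 1 higher and 4 lower unadjusted; 2 lower by SAM and with the replicate block; 0.332). The difference shifted (camera, adjusted p = 0.0381, and 0.188 with an estimated correlation). With the replicate block these were 0.00763 and 0.284. Of 12 myeloid and dendritic cell markers, 0 passed after deletion (2 higher, 0 lower; 0 by SAM; 0.0546) and 2 fell with AktI (0 higher; 1 higher and 4 lower unadjusted; 2 lower by SAM; 0.0641); the difference shifted (6.13e-05, adjusted p = 0.0254 with an estimated correlation, but 0.165 with that and the replicate block). Of 6 NK cell markers, 1 rose after deletion, Klre1, a receptor (0.80, adjusted p = 0.0462; 0.41 with AktI, adjusted p of the difference = 0.672; call ended without any Cre control replicate or Pdpk1-null replicate 1, 0.112 to 0.162), and 0 fell (1 higher and 2 lower unadjusted; 1 and 0 by SAM; 0.611); 0 passed with AktI (2 lower; 0 by SAM; 0.625). Of 5 mast cell and basophil markers, 0 passed after deletion (0 unadjusted; 0 by SAM; 0.889) and 1 fell with AktI (0 higher; 1 higher and 1 lower unadjusted; 1 lower by SAM; 0.961, with a median of 0.02 and a mean of -0.15). Of 9 CD8 T cell markers 0 passed (2 higher and 1 lower after deletion, 2 and 0 with AktI; 0 by SAM; 0.661 and 0.463), of 6 CD4 T cell markers 0 (1 and 0, 1 and 1; 0 by SAM; 0.889 and 0.961), of 4 γδ T cell markers 0 (0 unadjusted in both; 0 by SAM; 0.38 and 0.961) and of 9 erythroid and granulocyte markers 0 (1 and 0 after deletion, 0 with AktI; 0 by SAM; 0.319 and 0.79). The Y chromosome genes Uty and Kdm5d were below background on the Cre control arrays (3.03 and 2.29) and above it on the IL-2 arrays (6.65 and 7.27), so the mice of the experiments differed in sex, and of 4 sex check genes 0 passed in either comparison (0 after deletion and 1 lower with AktI, unadjusted; 0 by SAM; camera, adjusted p = 0.759 and 0.342).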
